# Cortical wiring by synapse type-specific control of local protein synthesis

**DOI:** 10.1126/science.abm7466

**Published:** 2022-11-25

**Authors:** Clémence Bernard, David Exposito-Alonso, Martijn Selten, Stella Sanalidou, Alicia Hanusz-Godoy, Alfonso Aguilera, Fursham Hamid, Fazal Oozeer, Patricia Maeso, Leanne Allison, Matthew Russell, Roland A. Fleck, Beatriz Rico, Oscar Marín

## Abstract

Neurons use local protein synthesis to support their morphological complexity, which requires independent control across multiple subcellular compartments up to the level of individual synapses. Here we identify a signaling pathway that regulates the local synthesis of proteins required to form excitatory synapses on parvalbumin-expressing (PV^+^) interneurons in the mouse cerebral cortex. This process involves regulation of the TSC subunit 2 (Tsc2) by the Erb-B2 receptor tyrosine kinase 4 (ErbB4), which enables local control of mRNA translation in a cell type-specific and synapse type-specific manner. Ribosome-associated mRNA profiling reveals a molecular program of synaptic proteins downstream of ErbB4 signaling required to form excitatory inputs on PV^+^ interneurons. Thus, specific connections use local protein synthesis to control synapse formation in the nervous system.

The diversity of animal behaviors relies on the precise assembly of neuronal circuits, a process in which synapse formation plays a role. In the cerebral cortex, dozens of different types of excitatory glutamatergic pyramidal cells and inhibitory γ-aminobutyric acid-containing (GABAergic) interneurons are wired through distinct connectivity motifs (1, 2). For example, layer 4 excitatory neurons receive inputs from excitatory thalamic neurons and project to layer 2/3 excitatory neurons and feed-forward interneurons (3). Synapse specificity is established during development by dedicated transcriptional programs (4–10), but whether regulation of mRNA translation is also involved in this process remains to be elucidated.

Several pathways control protein synthesis (11, 12), including the mechanistic target of rapamycin complex 1 (mTORC1), a molecular complex composed of mTOR kinase and several other proteins that is activated by nutrients and growth factor signals and inhibited by the proteins Tsc1 and Tsc2 (13, 14). Multiple mTORC1 pathway proteins and the translation machinery have been identified in developing axons (15–17), and local protein synthesis occurs at excitatory and inhibitory synapses in the adult brain (18–24). To what extent local translation is differentially regulated in closely related cell types and at the level of specific synapses during the wiring of cortical circuits is unknown.

## Specific synaptic defects in interneurons lacking Tsc2

To explore the role of protein synthesis in the wiring of different cell types in the cerebral cortex, we generated mice in which we deleted *Tsc2* from the two largest groups of cortical GABAergic interneurons, parvalbumin (PV) and somatostatin (SST) expressing cells. To this end, we crossed *Lhx6-Cre* mice, which drives recombination in early postmitotic PV^+^ and SST^+^ interneurons, with mice carrying conditional (i.e., Cre-dependent) *Tsc2* alleles (*Tsc2^F/F^*) and a reporter for the visualization of recombined cells (see Methods). We chose these two cell types because although they derive from common progenitors in the medial ganglionic eminence (MGE) and the preoptic area (POA), populate the same layers of the neocortex, and are both reciprocally connected with pyramidal cells (25), they play very different roles in cortical information processing (26). We first confirmed that loss of *Tsc2* (fig. S1, A and B) leads to overactivation of mTOR signaling in PV^+^ and SST^+^ interneurons by analyzing the levels of phosphorylated S6 ribosomal protein (P-S6rp), a critical downstream effector of mTORC1 (12). We observed increased levels of P-S6rp in conditional *Tsc2* mutants compared to controls (fig. S1, C and D). We also found that the cell size of PV^+^ and SST^+^ interneurons is larger in conditional *Tsc2* mutants than in controls (fig. S1, C and E), reinforcing the notion that mTOR signaling is indeed overactive in these cells (27, 28). Consistent with a previous report (29), we also noticed an increased density in an infrequent population of cortical interneurons that co-express PV^+^ and SST^+^ in conditional *Tsc2* mutants compared to controls (fig. S2). In contrast, *Tsc2* loss does not affect the density or laminar distribution of PV^+^ and SST^+^ interneurons (fig. S2).

We next investigated whether loss of Tsc2 affects synapse formation onto PV^+^ and SST^+^ interneurons in the neocortex. To this end, we assessed the number of excitatory synapses received by cortical PV^+^ and SST^+^ interneurons by quantifying puncta containing vesicular glutamate transporter 1 (VGluT1), a characteristic component of excitatory glutamatergic terminals, and PSD95, the primary scaffolding protein in the excitatory postsynaptic density, on the soma and dendrites of PV^+^ and SST^+^ interneurons (Fig. 1 and fig. S3). We found that the loss of one and, even more so, two *Tsc2* alleles in PV^+^ interneurons led to an increase in the density of excitatory synapses received by these cells compared to control littermates (Fig. 1, A and B, and fig. S3, A and B). In contrast, conditional deletion of *Tsc2* caused no changes in the density of excitatory synapses received by SST^+^ interneurons (Fig. 1, C and D, and fig. S3C). The size of VGluT1^+^ boutons and PSD95^+^ puncta was not altered by the loss of Tsc2 (fig. S4).

To explore whether the supernumerary excitatory synapses contacting PV^+^ interneurons in conditional *Tsc2* mutants represent functional synapses, we analyzed synaptic function by whole-cell recordings. Analysis of miniature excitatory postsynaptic currents (mEPSCs) revealed no differences in the frequency or amplitude of these synaptic events between control and conditional *Tsc2* mutants (fig. S5), which indicated that the supernumerary excitatory synapses contacting PV^+^ interneurons lacking Tsc2 could either have altered release properties or be functionally inactive. To distinguish between both possibilities, we assessed release probability by recording paired-pulse ratios in PV^+^ interneurons and found no differences between both genotypes (fig. S5). These observations suggested that the supernumerary excitatory synapses decorating PV^+^ interneurons in conditional *Tsc2* mutants might not be mature.

We also observed cell type-specific alterations in intrinsic properties following the conditional deletion of *Tsc2* (fig. S6A). These changes led to a reduction in the excitability of PV^+^ interneurons in conditional *Tsc2* mutants compared to controls, while no difference was observed for SST^+^ interneurons (fig. S6B). Finally, the differential impact of the loss of Tsc2 in the integration of PV^+^ and SST^+^ interneurons in cortical networks was examined by recording spontaneous excitatory postsynaptic currents (sEPSCs) in both cell types (Fig. 1E). *Tsc2* deletion in PV^+^ interneurons led to a significant increase in the frequency of sEPSCs with no changes in amplitude (Fig. 1, F and G), while neither the frequency nor the amplitude of sEPSCs changed in SST^+^ interneurons lacking *Tsc2* (Fig. 1, H and I). Altogether, these results revealed that loss of *Tsc2* differentially impacts the wiring of PV^+^ and SST^+^ interneurons, suggesting a cell type-specific role for Tsc2 in synapse formation.

We next wondered whether the function of Tsc2 in synapse development might be synapse type-specific. We reasoned that if Tsc2 plays a role in synapse formation in PV^+^ interneurons, loss of Tsc2 should also affect the development of the synapses made by these cells onto pyramidal cells. We focused on PV^+^ basket cell synapses, which target the soma of pyramidal cells and can be identified by the presynaptic expression of synaptotagmin-2 (Syt2) and gephyrin (Geph), a postsynaptic scaffolding protein of GABAergic synapses (30). We found no differences in the density of Syt2^+^Geph^+^ synaptic puncta contacting the soma of pyramidal cells in conditional *Tsc2* mutants compared to control littermates (fig. S7). Thus, although the loss of Tsc2 causes a global disruption of mTOR signaling in PV^+^ and SST^+^ cells (e.g., increased cell size and P-S6rp), it seems to affect the wiring of interneurons in a cell type-specific and synapse type-specific manner.

## Tsc2 functions downstream of ErbB4 in synapses

Since the loss of Tsc2 function only leads to changes in the excitatory synaptic input of PV^+^ interneurons, we reasoned that Tsc2 activity could be regulated locally by a signaling pathway specific to these synapses and necessary for their formation. In other cellular contexts, Tsc2 activity is inhibited by factors that stimulate cell growth through the phosphorylation of Akt (14, 31). The receptor tyrosine kinase ErbB4, which is enriched in PV^+^ but not SST^+^ interneurons, is required for the formation of excitatory synapses onto PV^+^ interneurons (32–34), activates Akt via PI3K phosphorylation (35), and associates with Tsc2 in synaptosome preparations obtained from the mouse neocortex during synaptogenesis (fig. S8). This led us to hypothesize that ErbB4 functions upstream of Tsc2 to regulate its activity during the development of these specific synapses (Fig. 2A). To begin testing this hypothesis, we analyzed Tsc2 phosphorylation in synaptosomes obtained from the neocortex of control and interneuron-specific *Erbb4* conditional mutants (Fig. 2B). These preparations are enriched in synaptosomes (fig. S9 A and B), which are predominantly bipartite (fig. S9, C and D, fig. S10), have both the pre- and postsynaptic sides membrane-enclosed (fig. S9, E and F, fig. S11), and contain synaptic proteins (fig. S9G). We found reduced Akt-mediated phosphorylation of Tsc2 in cortical synapses from *Erbb4* conditional mutants compared to controls (Fig. 2, C and D). We also found reduced phosphorylation of the mTORC1 effectors S6rp and eIF4E-binding protein 1 (4E-BP1) in synaptosomes from *Erbb4* conditional mutants (Fig. 2, C and D), which indicates that the loss of ErbB4 function decreases mTORC1 synaptic activity due to the overactivation of Tsc2. None of these changes were observed in cytosolic fractions (Fig. 2, E and F), suggesting that ErbB4 is required to modulate Tsc2 signaling specifically at the synapse.

We next investigated whether the mTORC1 inactivation observed in *Erbb4* conditional mutants occurs at specific cortical synapses. Since ErbB4 is only expressed by specific classes of interneurons in the cerebral cortex (32, 36), we hypothesized that changes would be limited to synapses that contain ErbB4 receptors, such as the excitatory synapses received by PV^+^ basket cells. To test this idea, we isolated and plated cortical synaptosomes and analyzed the phosphorylation of S6rp in postsynaptic structures identified with PSD95. We identified excitatory synapses onto inhibitory neurons using neuregulin 3 (Nrg3), a marker of presynaptic excitatory terminals contacting PV^+^ interneurons (37, 38). We found decreased P-S6rp specifically in Nrg3^+^/PSD95^+^ synaptosomes from *Erbb4* conditional mutants compared to controls, but no difference in ErbB4-independent glutamatergic synaptosomes (Fig. 2, G to I) or Syt2^+^/Geph^+^ synaptosomes (fig. S12), which correspond to the synapses made by PV^+^ basket cells onto pyramidal cells. These results indicate that ErbB4 regulates mTOR signaling in excitatory synapses received by PV^+^ interneurons.

To further support the idea that ErbB4 and Tsc2 function in the same signaling pathway controlling the formation of excitatory synapses onto PV^+^ cells, we performed a genetic interaction experiment. We generated *Erbb4* conditional mutants carrying a conditional *Tsc2* allele to compromise the function of Tsc2 in PV^+^ interneurons lacking ErbB4 and measured the density of excitatory synapses received by these cells. We found that deleting one *Tsc2* allele from PV^+^ cells is sufficient to rescue the loss of excitatory synapses found in *Erbb4* conditional mutants (fig. S13). Altogether, these results demonstrate that Tsc2 functions downstream of ErbB4 in regulating the excitatory synaptic input of PV^+^ interneurons.

## Changes in the synaptic translatome of *Erbb4* mutants

To identify the specific targets of ErbB4 that are involved in the development of synapses in PV^+^ interneurons, we first obtained the synaptic translatome of MGE/POA-derived interneurons from control and *Erbb4* conditional mutants. To this end, we bred into these mice alleles carrying a mutation in the locus encoding the ribosomal protein L22 (Rpl22) that allows the conditional tagging of ribosomes with a hemagglutinin epitope (HA) tag (39). We then prepared synaptosomes from the neocortex of P15 mice, pulled-down ribosomes from this preparation using anti-HA beads to isolate ribosome-associated mRNA transcripts from MGE/POA-derived-interneurons in control and *ErbB4* conditional mutants, and analyzed them by RNA sequencing (Fig. 3A and fig. S14, A to D).

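Ribosome-associated RNA from neocortical synaptosomes was sequenced at postnatal day 15 from 4 control libraries (Lhx6-Cre;Erbb4+/+;Rpl22HA/HA) and 4 Erbb4 conditional mutant libraries (Lhx6-Cre;Erbb4F/F;Rpl22HA/HA). Lhx6-Cre is active in interneurons born in the medial ganglionic eminence and preoptic area, so the tagged ribosomes come from these cells. The authors aligned the reads to mm10 with STAR, counted those on the constitutive regions of each Fast DB gene, and deposited the counts divided by 1 DESeq2 size factor per library. The deposited table lists 56576 genes, of which 16918 are at 0 in all 8 libraries, so the paper's filter on expression against intergenic background is not in it and was not repeated. In each library 100% of the values were whole multiples of its smallest value above 0, which gives back the reads counted on genes. Controls had between 51010687 and 80226984 such reads and mutants between 58967504 and 74609576. The paper states its depth as mapped reads per sample instead. Values were compared as log2(normalized count + 1) with limma, over the 31171 genes with a mean normalized count of at least 10 in at least 1 genotype. Fold changes are on that scale, which understates the change of genes with low values. Library replicates are numbered 1, 3, 4 and 5 in controls and 2, 3, 4 and 5 in mutants, and no label pairs them with the sequencing batches of fig. S14D, so within-batch values could not be given.

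Erbb4 (chromosome 1 of mm10, 68032186 to 69108060) had a normalized count of 3589 ± 1614 (SD, n = 4) in controls and 1410 ± 321 (SD, n = 4) in mutants. Its log2 fold change was -1.25 (standard error 0.34), with an unadjusted limma p of 0.0041, so it met the paper's thresholds as a lower gene, and an adjusted p of 0.58 from limma with Benjamini-Hochberg adjustment. The library labelled control replicate 1 had 1640 normalized counts of Erbb4, below the 1711 of mutant replicate 2 and the 1648 of mutant replicate 3, and the other controls had 3034 to 5377. An exact permutation test of the ranks gave p = 0.11 (two-sided), where the smallest p that 4 libraries against 4 allow is 0.029.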

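At the thresholds of the paper's methods, an unadjusted p of at most 0.05 and a fold change of at least 1.5, 2229 of the 31171 genes tested differed between genotypes in the limma fit. Of these, 988 were lower and 1241 higher in Erbb4 conditional mutants, so 44.3% of the calls were lower. The share was 25.0% among the 500 called genes with a mean normalized count under 100 in both genotypes and 49.9% among the other 1729. Among the alternatives set before the data were examined that kept the thresholds and all 8 libraries, the share moved most with the count model of DESeq2 on the recovered reads, to 55.2%. After Benjamini-Hochberg adjustment over all genes, 14 genes were lower and 0 higher at an adjusted p under 0.05 from limma, while 1175 were lower and 1421 higher at an unadjusted p under 0.05. These adjusted counts depend on the model and the libraries. They were 55 lower and 53 higher from DESeq2, and 17 and 16 from limma with the first residual component as a covariate. They were 0 and 0 with the replicate number as a block, and 3 and 0 without control replicate 1 or without control replicate 5. Control replicate 1 and mutant replicate 2 have no same-numbered partner. The block fit therefore compares 3 pairs and in effect leaves both out. With a split of the libraries taken from the values as a covariate, a later choice, the adjusted counts were 375 and 169. DESeq2 on the deposited size factors with that split gave 1566 and 1128. The split and the residual component were both drawn from the spread of these values within genotypes. Fitting them lowers that spread, so the adjusted counts with them may be too high. The calls make up 7.15% of the genes tested, and in simulated data with the same depths 5.04% of the unchanged genes were called. The 4 values of each genotype did not overlap for 1538 genes, or 4.93%, where chance gives 2.86%. The simulated genes varied independently, while the real libraries deviated together. Neither difference therefore shows an excess of true changes. Of all 35 divisions of the 8 libraries into 4 and 4, 7 gave as many calls, the real one included.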

We found that 70% of the differentially expressed genes were downregulated in *Erbb4* conditional mutants compared to controls (Fig. 3B and fig. S14D). Among the downregulated genes, we observed a significant enrichment in genes associated with autism spectrum disorder (ASD) (fig. S15). Gene Ontology (GO) analysis revealed an enrichment in genes involved in processes such as “synapse organization”, “neurotransmitter receptor activity”, and “glutamatergic synapse” (Fig. 3C and fig. S14E), highlighting synaptic alterations in *Erbb4* conditional mutants. 

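Gene Ontology annotations were not used here. In their place, 2 terms of fig. S14E were tested in a Reactome list of mouse pathways, against the 5372 tested genes that belong to any of its pathways. Transmission across Chemical Synapses held 18 of the 289 called-lower genes in this background, which is 10.3% of its tested genes against 5.38% of the whole background (odds ratio 2.08, two-sided Fisher's exact test, p = 0.0091). Translation held 9 of them among 139 tested genes, or 6.47% (odds ratio 1.22, p = 0.56 from the same exact test). These tests treat genes as independent, which they are not, and the odds ratio of the first pathway moved both ways with the settings. It was 3.55 with all tested genes as background, 3.23 with library weights, 1.43 with the calls of DESeq2 (p = 0.12, Fisher's exact test) and 0.65 with limma without trend. The odds ratio of Translation rose to 3.03 with the calls of DESeq2 (p = 7.0e-07, Fisher's exact test) and to 2.35 with those of edgeR (p = 0.0012, Fisher's exact test).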

We then identified genes coding for proteins with postsynaptic localization and/or function using Synaptic GO annotations (40). This analysis revealed that, within the postsynaptic category, the most enriched terms were “postsynaptic specialization” and “postsynaptic membrane” and, more specifically, genes encoding cell adhesion molecules and AMPA receptors (Fig. 3, D and E, and fig. S14F). 

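All 24 genes shown in Fig. 3E, 15 for cell adhesion and 9 for AMPA receptors, had log2 fold changes below 0 in mutants, from -0.96 to -0.08. Their median was -0.58, lower than in any of 10000 random lists matched on mean expression, whose middle 95% ran from -0.31 to 0.21. The list was drawn from the paper's own calls on these libraries, so its direction is not an independent result. Taken apart, the adhesion genes had a median of -0.47 and the AMPA receptor genes of -0.69. Only 5 of the 24 met the paper's thresholds in the limma fit, namely Nptn, Ntrk3, Cacng2, Grip1 and Prrt1. Across genes adjusted over the list alone, 0 of the 24 had an adjusted p under 0.05 from limma, and 0 did over all genes. Grip1 (chromosome 10, 119454034 to 120087260) had 1274 ± 95.4 normalized counts (SD, n = 4) in controls and 792 ± 104 (SD, n = 4) in mutants, without overlap. Nlgn2 was nearly level, with a log2 fold change of -0.08 (standard error 0.51). This leans on control replicate 1, which had 135 normalized counts of Nlgn2. The other controls had 470 to 726 and the mutants 269 to 577. With the mean of 13 markers of interneurons derived from the medial ganglionic eminence as a covariate, the median of the 24 genes was -0.06, but these markers were themselves lower in mutants.

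**Figure D1:**
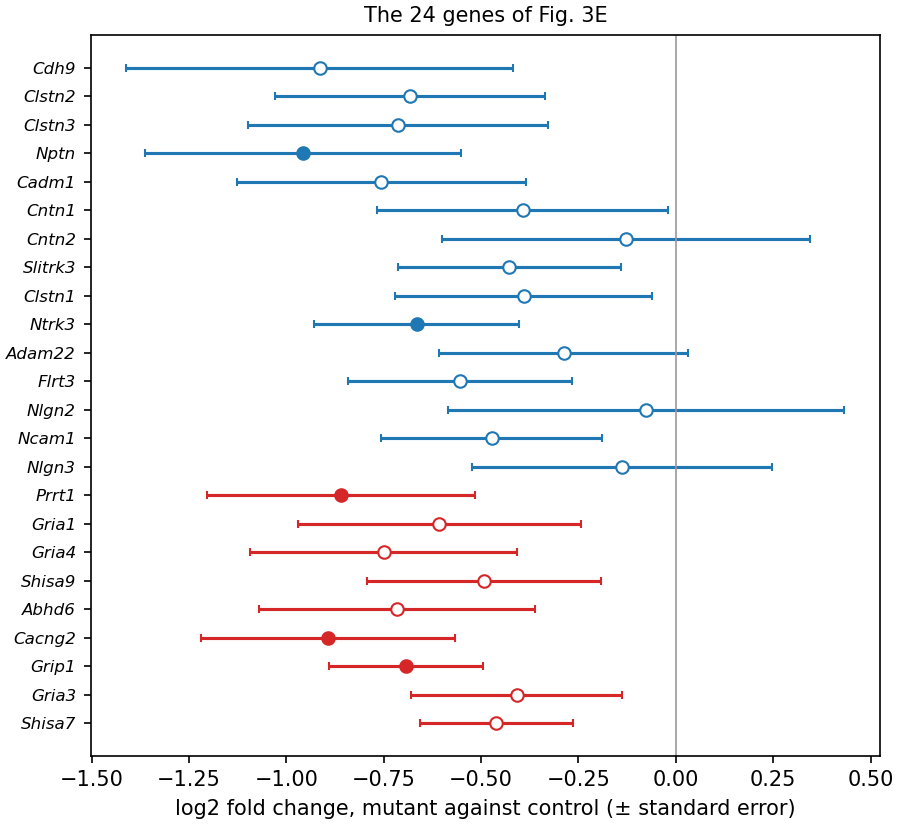
Log2 fold change, mutant against control, of the 24 genes of Fig. 3E, with its standard error. Blue marks cell adhesion genes, red AMPA receptor genes, and filled points the 5 genes that met the paper's thresholds.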

Using a set of four additional criteria (see Methods), including their relative enrichment in PV^+^ cells, we selected seven candidates for functional validation: five cell adhesion molecules, SynCAM1 (encoded by *Cadm1*), Nptn, Nlgn3, TrkC (encoded by *Ntrk3*) and Clstn2, and two AMPA receptor-related proteins, GluA4 (encoded by *GriA4*) and Stargazin (encoded by *Cacng2*) (Fig. 3E). 

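Of the 7 candidates, Nptn, Ntrk3 and Cacng2 met the paper's thresholds. Nptn (chromosome 9, 58582240 to 58657955) had 48788 ± 25255 normalized counts (SD, n = 4) in controls and 23155 ± 7356 (SD, n = 4) in mutants, a log2 fold change of -0.96 (standard error 0.41). Ntrk3 (chromosome 7, 78192114 to 78577980) fell by 0.66 on the log2 scale (standard error 0.26), from 3414 ± 956 normalized counts (SD, n = 4) in controls to 2149 ± 581 (SD, n = 4) in mutants. Cacng2 (chromosome 15, 77991751 to 78120028) had a log2 fold change of -0.89 (standard error 0.33). The log2 fold changes of Cadm1, Clstn2 and Gria4 were -0.76, -0.68 and -0.75, with unadjusted limma p-values of 0.067, 0.075 and 0.051. Nlgn3, on chromosome X from 101299179 to 101321348, had 15006 ± 7835 normalized counts (SD, n = 4) in controls and 12476 ± 3464 (SD, n = 4) in mutants, a difference within the spread of the libraries (log2 fold change -0.14, standard error 0.38). Across the fits that each left out 1 library, its log2 fold change ran from -0.51 without control replicate 1 to 0.16 without control replicate 3. It was also above 0 without mutant replicate 5. Control replicate 1 had 6128 normalized counts of Nlgn3, below every mutant (8867 to 16462). The other controls had 12729 to 24939. The log2 fold change of Nlgn3 was -0.49 with library weights, also short of the thresholds. Cacng2 had 4242 ± 2070 normalized counts (SD, n = 4) in controls and 2738 in mutant replicate 3, above the 1816 to 1943 of the other mutants. In none of the 7 did the mutant values lie apart from all control values. The adjusted p of Nptn, Ntrk3 and Cacng2 was 0.58 from limma with Benjamini-Hochberg adjustment over all genes. The paper chose these genes from its lower calls by additional criteria, among them relative enrichment in PV+ cells, and took them on to functional tests.

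**Figure D2:**
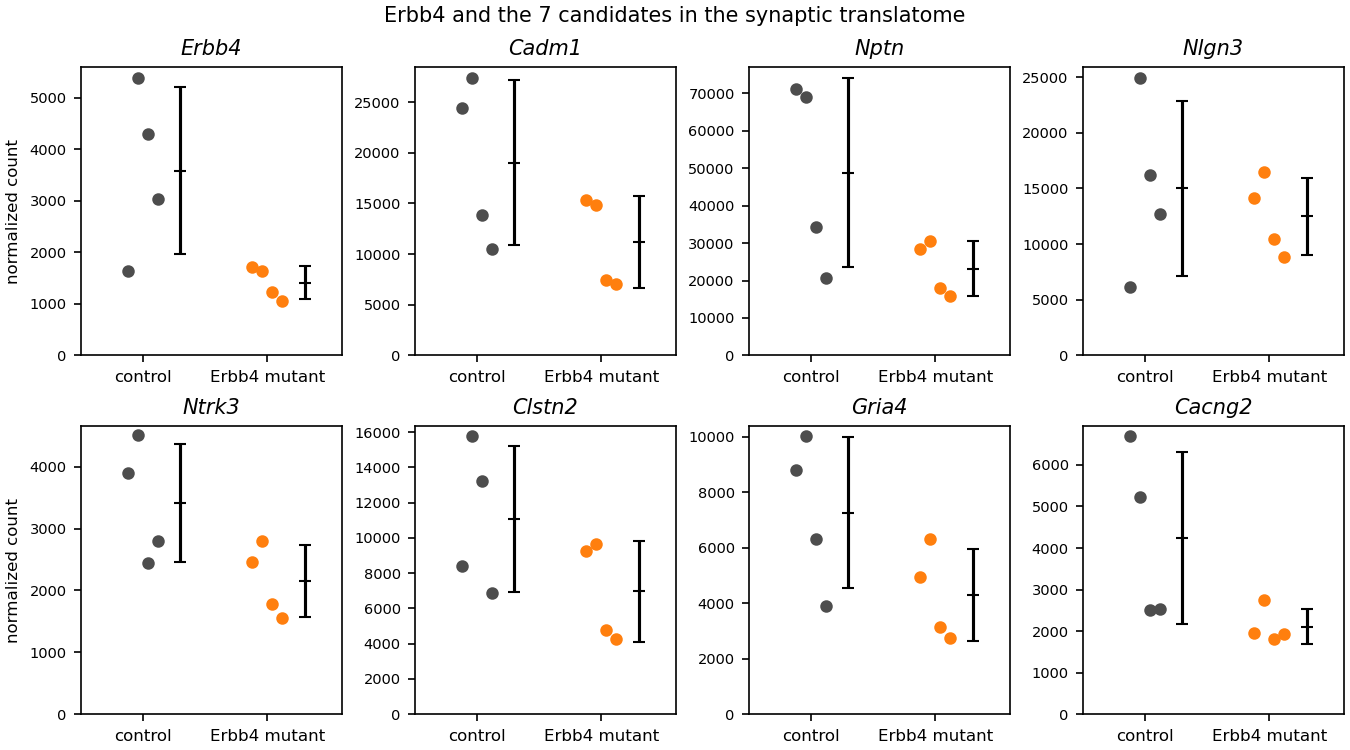
Normalized counts of Erbb4 and the 7 candidates in each library, with the mean and SD of 4 libraries beside the points. For Erbb4, the lowest control (1640) lies within the range of the mutants (1048 to 1711).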

We confirmed that cortical PV^+^ interneurons express these mRNAs during synaptogenesis (fig. S16, A and B) and that they are present in the dendrites of these cells (fig. S17; see also Ref. 24). In addition, we found that these proteins cluster at the surface of PV^+^ cells in close apposition to innervating axon terminals expressing the presynaptic ErbB4 ligand Nrg3 (fig. S16, C to E). 

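The 53 postsynaptic genes of fig. S14F all had log2 fold changes below 0 in Erbb4 conditional mutants, with a median of -0.66, and 16 met the thresholds of the methods in the limma fit. This list was drawn from the paper's lower calls on these libraries, so its direction is not an independent result. Of 6 receptor families defined by symbol, without regard to these data, 3 were lower at an adjusted p under 0.05. The median was -0.51 for the 15 GABA-A receptor subunits tested (13 of them lower, adjusted p = 6.4e-05 over 19 families from limma's camera), -0.51 for the 4 AMPA receptor subunits (adjusted p = 0.026) and -0.76 for the 12 nicotinic receptor subunits (9 of them lower, adjusted p = 0.043). It was -0.17 for the 6 NMDA receptor subunits (adjusted p = 0.15), -0.13 for the 5 kainate receptor subunits (adjusted p = 0.083) and -0.13 for the 7 metabotropic glutamate receptors (adjusted p = 0.15). The fall was not specific to receptors, as other families fell at smaller adjusted p from camera. Lower were 75 of 75 mitochondrial ribosomal proteins (median -0.53, adjusted p = 9.98e-18) and 37 of 37 nuclear subunits of respiratory complex I (-0.78, 1.53e-15). So were 74 of 79 cytosolic ribosomal proteins (-0.61, 2.99e-13). Markers of the pulled-down cells were lower as well. The median was -0.89 over 13 genes of MGE-derived interneurons, -1.05 over 11 genes of PV+ interneurons and -1.26 over 12 genes of SST+ interneurons. It was -0.18 over 12 genes of excitatory neurons. Markers of cells outside this lineage differed among themselves. Lower ones had medians of -0.62 over 10 oligodendrocyte genes (all lower, adjusted p = 2.9e-05 over 14 panels from limma's camera), -0.60 over 11 genes of interneurons from the caudal ganglionic eminence (adjusted p = 0.021) and -0.44 over 10 microglia genes (adjusted p = 0.0028). Astrocyte and oligodendrocyte precursor markers were near level, at -0.11 (adjusted p = 0.19) and -0.10 (adjusted p = 0.47), and 10 endothelial and mural genes were higher, with a median of 0.37 (adjusted p = 0.0096). Camera used a preset correlation between genes. These p-values may be too small where genes of a family or panel move together across libraries. Pvalb itself had 2880 ± 2257 normalized counts (SD, n = 4) in controls and 764 ± 645 (SD, n = 4) in mutants.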

Altogether, our data reveal dysregulation of postsynaptic molecular complexes in PV^+^ cells lacking ErbB4.

## ErbB4 regulates local protein synthesis at the synapse

Having identified ribosome-associated mRNAs that might be critical for the formation of excitatory synapses onto PV^+^ cells, we next wondered whether ErbB4 might regulate this process by modulating the local translation of these transcripts. mTORC1 signaling is critical for the modulation of protein synthesis (12), and our previous results revealed that mTORC1 synaptic activity decreases in the absence of ErbB4 (Fig. 2). ErbB4 could therefore regulate synapse formation by controlling local protein synthesis at the synapse through the inhibition of Tsc2. To test this hypothesis, we assessed whether activation of ErbB4 signaling in cortical synaptosomes increases the translation of the ribosome-associated mRNAs we identified downregulated in *ErbB4* conditional mutants. To this end, we treated cortical synaptosomes with a soluble form of the epidermal growth factor (EGF)-like domain of neuregulin to activate ErbB4 receptors (41) (fig. S18, A to C) and examined candidate proteins by Western blot (Fig. 4A). We found increased protein levels for all but one of the downstream candidates of ErbB4 signaling (Fig. 4, B and C). We did not observe this increase when samples were pre-treated with the protein synthesis inhibitor cycloheximide (fig. S18, D and E), demonstrating that ErbB4 signaling induces the translation of these transcripts at the synapse. Altogether, these experiments revealed that ErbB4 regulates the local translation of synaptic proteins.

## Mediators of excitatory synapse formation on PV^+^ interneurons

To assess whether the proteins being synthesized downstream of ErbB4 are involved in the formation of excitatory synapses on cortical PV^+^ interneurons, we performed interneuron-specific loss-of-function experiments *in vivo* using a conditional gene knockdown strategy (42). In brief, we designed conditional short-hairpin RNA vectors against the candidate genes (*shCadm1, shNptn, shNlgn3, shNtrk3, shClstn2, shGria4*, and *shCacng2*, with *shLacZ* as a control) and confirmed their effectiveness in vitro (fig. S19A). We generated adeno-associated viruses (AAV) expressing the most effective shRNA constructs, injected them into the neocortex of *Lhx6-Cre* neonates, and confirmed their ability to downregulate the expression of the corresponding target genes in vivo (fig. S19B). We then assessed the number of excitatory synapses received by PV^+^ interneurons expressing control and experimental *shRNAs* (Fig. 5A). We found that, compared to controls, reducing the expression of each of the seven targets in PV^+^ interneurons led to a decrease in the density of excitatory synapses received by these cells (Fig. 5, B to D). These results revealed a complex molecular program regulated by ErbB4 that includes SynCAM1, Nlgn3, TrkC, Clstn2, GluA4 and Stargazin and controls the formation of excitatory synapses onto PV^+^ interneurons.

## Discussion

Although local protein synthesis is common to synapses in the adult brain (23, 43), the specificity of mRNA translation in different cell types and even in distinct connectivity motifs of the same neuron remains unexplored. Our work indicates that protein synthesis is regulated in a synapse type-specific manner during synapse formation. Tsc2, a regulator of mTORC1 signaling in multiple cellular contexts (12), promotes the development of excitatory synapses onto PV^+^ cells but not onto SST^+^ interneurons. This specificity is mediated by the activation of ErbB4, which controls excitatory synapse development through the inhibition of Tsc2 and the subsequent induction of a molecular program of mRNA translation involving the synthesis of several cell adhesion and glutamate receptor-related proteins, including TrkC, Clstn2, GluA4 and Stargazin, as well as other molecules previously linked to glutamatergic synapses contacting interneurons (44–46). This synapse type-specific regulation could also involve a redistribution of the protein supply to neighboring maturing synapses, as described for synaptic plasticity (47).

Our results reveal that local translation is involved in synapse formation. Work in *Drosophila* suggested that the local action of the phosphatase Prl-1 (phosphatase of regenerating liver 1) in synapse formation might be achieved by local translation (48). Here, we found that translation occurs locally in developing synapses in the mammalian neocortex and that disrupting the machinery regulating protein synthesis deregulates synapse formation. Moreover, we demonstrate that many of the proteins identified as being synthesized at developing synapses are involved in synapse formation. Therefore, local translation contributes to brain wiring not only during axon guidance (15–17, 49–51) but also in the final stages of neural circuit assembly.

Altered synthesis of synaptic proteins is a core pathophysiological mechanism in ASD (52–57). While the evidence linking *ERBB4* with intellectual disability and ASD is scarce (58, 59), the enrichment of autism-associated genes among the genes downregulated in *ErbB4* conditional mutants and the identification of *NLGN3* as a target of ErbB4-Tsc2 signaling in the formation of excitatory synapses onto PV^+^ interneurons is intriguing because mutations in *TSC2* and *NLGN3* are associated with ASD (60–64). The excitation received by PV^+^ cells is modulated during experience (42, 65, 66), suggesting a prominent role in learning and memory. The synapse-specific molecular program unveiled in this study reinforces the idea that this connection is a sensitive hub for maladaptive network responses in neurodevelopmental disorders.

## Materials and Methods summary

Conditional mouse mutants from MGE-derived interneurons were generated by crossing *Lhx6-Cre* mice with *Tsc2^F/F^* or *Erbb4 ^F/F^* mice. To generate cell type-specific knockdown in vivo, shRNAs against genes of interest were first tested for downregulation in vitro. *Lhx6-Cre* neonates were then injected intracranially with Cre-dependent AAVs expressing the shRNAs with the highest knockdown efficiencies. For histological analyses, brains were fixed in 4% paraformaldehyde (PFA) and sectioned frozen on a sliding microtome (Leica). 40 *μ*m thick sections were used for immunohistochemistry, whereas 30 *μ*m thick sections were used to detect gene expression using the RNAscope Multiplex Fluorescent Assay protocol (ACDBio). Images were acquired with an inverted SP8 confocal microscope (Leica) or an ApoTome microscope (Zeiss) and analysed with Imaris (Bitplane) and custom macros in FIJI (ImageJ). Synaptic function, paired-pulse ratio and intrinsic properties of interneurons were analysed by patch-clamp recordings on acute coronal slices using Mini Analysis (Synaptosoft) and Clampfit.

Synaptosomes were prepared with SynPER reagent (ThermoScientific) from cortical tissue and processed for several downstream experiments, including co-immunoprecipitation, ErbB4 pathway activation and protein synthesis, Western blot, plating and immunofluorescence, and transmission electron microscopy. For co-immunoprecipitation, synaptosomes were incubated overnight with antibodies or isotype controls, added on Dynabeads (Invitrogen), and then extensively washed. For ErbB4 activation, synaptosomes were treated with Nrg-EGF or BSA for control, with or without pre-incubation with cycloheximide. For Western blot, denatured protein extracts were separated by SDS-PAGE and transferred onto PVDF membranes, blocked, and incubated with primary antibodies, HRP-conjugated secondary antibodies, and chemiluminescent substrates. Membranes were then imaged with an Odyssey FC (Li-Cor). Densitometry analyses were performed with Image Studio Lite. For immunofluorescence, synaptosomes were plated on 8-well chamber slides coated with poly-D-lysine and fixed with 4% PFA. Samples were then blocked and incubated overnight with primary antibodies, followed by washes and incubation with secondary antibodies for 2 hours at room temperature. For electron microscopy, synaptosomes were fixed in 2.5% glutaraldehyde. Following washes, postfixation, dehydration and infiltration with Spurr epoxy resin-acetone mixture, samples were sectioned using an ultramicrotome (Leica) and examined on a JEM 1400 Flash transmission microscope (JEOL).

To isolate ribosome-associated RNAs of MGE-derived interneurons from cortical synaptic fractions, RiboTag (*Rpl22^HA/HA^*) mice were crossed with *Lhx6-Cre;Erbb4^F/F^* mice. Following the preparation of synaptosomes and anti-HA pulldown using magnetic beads (Pierce), RNA samples were sequenced using a HiSeq 2500 platform (Illumina). Differential gene expression was performed using DESeq2 on R, and candidate targets were selected using the SynGO tool and ranked for validation using a set of criteria that included expression and enrichment in MGE-derived interneurons.

## Materials and Methods

### Mice

All experiments were performed following the guidelines of King’s College London Biological Service Unit and of the European Community Council Directive 86.609/EEC. Animal work was carried out under license from the UK Home Office following the Animals (Scientific Procedures) Act 1986. Animals were maintained under standard laboratory conditions on a 12:12 light/dark cycle with water and food ad libitum. Both male and female mice were used indiscriminately throughout the study. Mice carrying loxP-flanked *Tsc2* alleles (67) (JAX027458) were crossed with *Lhx6-Cre* mice (68) to generate the *Lhx6-Cre;Tsc2^F/F^* mouse line. F1 mice were crossed with *RCL^tdT^* mice (69) (JAX7909) to generate the *Lhx6-Cre;Tsc2^F/F^;RCL^tdT/+^* mice. Mice carrying loxP-flanked *Erbb4* alleles (70) were crossed with *Lhx6-Cre* mice to generate *Lhx6-Cre;Erbb4^F/F^* mutants. *Erbb4^F/F^* mice were crossed with *Tsc2^F/F^* mice to generate *Erbb4^F/F^;Tsc2^F/F^* mice, which were then crossed with *Lhx6-Cre;Erbb4^F/F^* mice to generate the *Lhx6-Cre;Erbb4^F/F^;Tsc2^F/+^* mice. *Erbb4^F/F^* mice were crossed with *Rpl22^HA/HA^* (RiboTag) mice (39) (JAX011029) to generate *Erbb4^F/F^;Rpl22^HA/HA^* mice, that were then crossed with *Lhx6-Cre;Erbb4^F/F^* mice to generate the *Lhx6-Cre;Erbb4^F/F^;Rpl22^HA/HA^* mice. *Lhx6-Cre;RCL^tdT/+^* mice were used to visualize dendrites of MGE/POA-derived interneurons. C57BL/6 mice (Charles River) were used for biochemistry and single-molecule fluorescence in situ hybridization experiments, and CD1 mice (Crl:CD1[ICR], Charles River) were used for in utero electroporation.

### Histology

#### Immunohistochemistry

Mice were deeply anaesthetized with sodium pentobarbital by intraperitoneal injection and transcardially perfused with saline followed by 4% paraformaldehyde (PFA). Brains were postfixed for 2 h at 4 °C, cryoprotected in 15% sucrose followed by 30% sucrose and sectioned frozen on a sliding microtome (Leica SM2010R) at 40 *μ*m. Free-floating sections were permeabilized with 0.25% Triton X-100 in PBS for 1 h and blocked for 2 h in PBS containing 0.3% Triton X-100, 10% serum, and 5% BSA. Sections were then incubated overnight at 4 °C with primary antibodies. The next day, sections were washed in PBS and incubated with secondary antibodies for 2 h at room temperature. When required, sections were counterstained with 5 *μ*M DAPI in PBS. Sections were allowed to dry and mounted in Mowiol/DABCO. All primary and secondary antibodies were diluted in PBS with 0.3% Triton X-100, 5% serum, and 1% BSA. The following primary antibodies were used: guinea-pig anti-VGluT1 (1:2000, Chemicon #AB5905), mouse anti-PSD95 (1:500, NeuroMabs #75-028), chicken anti-PV (1:500, Synaptic Systems #195 006), mouse anti-PV (1:1000, Sigma-Aldrich #P3088), rat anti-SST (1:200, Millipore #MAB354), rabbit anti-dsRed (1:500, Clontech #632496), goat anti-mCherry (1:500, Antibodies Online #ABIN1440057), rabbit anti-Tsc2 (1:250, Cell Signaling Technology #4308), rabbit anti-P-S6rp (1:1000, Cell Signaling Technology #5364), mouse anti-Syt2 (1:250, ZFIN #ZDB-ATB-081002-25), mouse anti-Gephyrin (1:500, Synaptic Systems #147 011), rabbit anti-NeuN (1:500, Millipore #ABN78), rabbit anti-GluA4 (1:500, Millipore #AB1508), chicken anti-SynCAM (1:200, MBL International #CM004-3), goat anti-Nptn (1:500, Invitrogen #PA5-47726), rabbit anti-TrkC (1:500, Cell Signaling Technology #3376), rabbit anti-Cacng2 (1:100, Millipore #07-577), rabbit anti-Nlgn3 (1:400, Synaptic Systems #129 113), rabbit anti-Clstn2 (1:100, MyBioSource #MBS9208953). We used Alexa Fluor-conjugated (Invitrogen), DyLight-conjugated and Cy3-conjugated (Jackson ImmunoResearch) secondary antibodies. For biotin amplification, sections were incubated with biotinylated secondary antibody (1:200, Vector labs #BA-2000) followed by Alexa Fluor-conjugated Streptavidin (Invitrogen).

#### Single-molecule fluorescence *in situ* hybridization

All solutions for single-molecule fluorescent *in situ* hybridization were prepared in RNase-free PBS. Mice were perfused as described above. Brains were postfixed overnight at 4°C, cryoprotected in 15% sucrose followed by 30% sucrose, and sectioned frozen on a sliding microtome at 30 *μ*m. Sections were mounted on RNase-free SuperFrost Plus slides (ThermoFisher) and probed against the candidate genes as well as *Parvalbumin* (*Pvalb*) using the RNAscope Multiplex Fluorescent Assay v2 protocol (ACDBio #323110). The following probes were used: Cadm1-C1 (Catalogue #492361), Nptn-C1 (Catalogue #1066021), Nlgn3-C1 (Catalogue #497661), Ntrk3-C1 (Catalogue #423621), Clstn2-C1 (Catalogue #542621), Gria4-C1 (Catalogue #422801), Cacng2-C1 (Catalogue #437221), Pvalb-C2 (Catalogue #421931).

### Synaptosome experiments

#### Synaptosomes preparation

Cortices from both brain hemispheres were rapidly dissected in ice-cold PBS and immediately homogenized in SynPER Synaptic Protein Extraction Reagent (ThermoScientific) complemented with cOmplete protease inhibitors (Sigma-Aldrich) and phosSTOP phosphatase inhibitors (Sigma-Aldrich). Synaptosomes were prepared according to the manufacturer’s instructions and processed for further applications. For Western blot, synaptosomes were denatured at 95 °C for 10 min in Laemmli sample buffer (80 mM Tris-HCl pH 6.8, 100 mM DTT, 8.7% glycerol, 2% SDS, and 0.01% bromophenol blue). Protein concentrations were measured using Pierce 660nm Protein Assay (ThermoFisher).

### Co-immunoprecipitation

Cortical synaptosomes from P15 C57BL/6 mice were diluted in 1 ml of co-immunoprecipitation buffer (20 mM Tris-HCl pH 8, 120 mM NaCl, 1% NP40, 1% glycerol, and 1x cOmplete protease inhibitors) and subsequently incubated overnight at 4 °C with 5 *μ*g of one of the following antibodies: rabbit anti-Tsc2 (Cell Signaling Technology #4308), rabbit anti-ErbB4 (Santa Cruz #sc283) or rabbit IgG isotype control (Abcam #ab27478). 25 *μ*l of Dynabeads Protein G slurry (Invitrogen) was washed in co-immunoprecipitation buffer and added to the samples for 3 h at 4 °C with gentle rotation. Beads were washed six times with co-immunoprecipitation buffer, resuspended in Laemmli sample buffer 1x, and co-immunoprecipitation samples were then denatured at 95 °C for 10 min.

### Anti-HA pulldown

Cortical synaptosomes from P15 *Lhx6-Cre;Rpl22^HA/HA^* mice were diluted in 1 ml of lysis buffer (20 mM Tris-HCl pH 8, 120 mM NaCl, 1% NP40, 1% glycerol, 1x cOmplete protease inhibitors). 100 *μ*l of anti-HA magnetic beads (Pierce #88837) were washed in lysis buffer and incubated with the samples for 3-4 h at 4°C with gentle rotation. After incubation, beads were washed 6 times in ice-cold lysis buffer, resuspended in Laemmli sample buffer 1x, and samples were denatured at 95 °C for 10 min.

### ErbB4 activation

Cortical synaptosomes were incubated at 35 °C with 450 rpm in PBS with 2 mM ATP (Sigma-Aldrich), 125 mM HEPES, 10 mM MgCl_2_, 67 *μ*M amino acid mixture (Promega), 1x cOmplete protease inhibitors EDTA-free, and 10 *μ*M MG132 (Sigma-Aldrich). Synaptosomes were treated for 10 min (to assess ErbB4 activation) or 30 min (to assess synthesis of candidate targets) with 500 ng/ml Nrg-EGF (Peprotech #100-03) or 0.1% BSA for control. For cycloheximide treatment, synaptosomes were preincubated for 15 min with 50 *μ*M of cycloheximide (Sigma-Aldrich). The reaction was stopped by adding 1% SDS and the samples were denatured at 95 °C for 10 min in Laemmli sample buffer. Protein concentrations were measured using Pierce 660 nm Protein Assay.

### Plating and immunofluorescence

Cortical synaptosomes were incubated for 90 min at 4 °C with gentle shaking on Nunc Lab-Tek 8-well chamber slides (Sigma-Aldrich) coated with poly-D-lysine (ThermoScientific). To stain for membranes, synaptosomes were also incubated with DiI (Invitrogen #V22885). Synaptosomes were then fixed with 4% PFA for 15 min at room temperature and washed in PBS. Samples were permeabilized in PBS 0.5% Triton X-100 for 10 min, blocked with PBS 4% serum for 30 min at room temperature, and then incubated overnight at 4 °C with primary antibodies in PBS 4% serum. The next day, samples were washed in PBS and incubated with secondary antibodies for 2 h at room temperature. The samples were then washed in PBS and mounted in Mowiol/DABCO. The following primary antibodies were used: guinea-pig anti-VGluT1 (1:2000, Chemicon #AB5905), mouse anti-PSD95 (1:500, NeuroMabs #75-028), rabbit anti-P-S6rp (1:1000, Cell Signaling Technology #5364), goat anti-Nrg3 (1:500, Neuromics #GT15220), mouse IgG2a anti-Syt2 (1:250, ZFIN #ZDB-ATB-081002-25), mouse IgG1 anti-Gephyrin (1:500, Synaptic Systems #147 011), anti-synaptophysin (1:100, Abcam #ab14692). We used Alexa Fluor-conjugated (Invitrogen) and Cy3-conjugated (Jackson ImmunoResearch) secondary antibodies.

### Transmission Electron Microscopy

Cortical synaptosomes from P21 C57B6 mice were fixed with 2.5% glutaraldehyde in 0.1M sodium cacodylate buffer (pH 7.3) for 3 h at 4°C. They were then washed in 0.1M cacodylate buffer before being postfixed with 1% osmium tetroxide (w/v), 1% potassium ferrocyanide (w/v) for 1.5 h at 4 °C. Samples were then washed thoroughly in distilled water, placed in an aqueous solution of 1% uranyl acetate, and stored overnight at 4°C. The next day, the samples were washed thoroughly in distilled water before dehydrating through a graded acetone series. They were then infiltrated with increasing concentrations of Spurr epoxy resin/acetone mixture before being placed into 100% resin overnight with rotation. Further infiltration with fresh Spurr resin was carried out before they were embedded and polymerized for 24 h at 70°C. Ultrathin sections (50-70nm) were prepared using a UC7 ultramicrotome (Leica), mounted on grids and contrasted using UranyLess (Electron Microscopy Sciences, #22409) and lead citrate (Electron Microscopy Sciences, #22410).

### Imaging and analysis

#### Image acquisition

Confocal images were acquired with an inverted SP8 confocal microscope (Leica) or an ApoTome (Zeiss), using the LAS AF software and the ApoTome function in Zen2 software, respectively. Samples from the same experiment were imaged and analyzed in parallel, using the same laser power, photomultiplier gain and detection filter settings. Imaging **PV^+^** and **SST^+^** interneurons across cortical layers was performed at 8-bit depth, with 10x objective at 200 Hz acquisition speed. Imaging of synaptic markers and in situ hybridization was performed at 8-bit depth, with 100x objective and 2.2 digital zoom at 200 Hz acquisition speed. Imaging of Tsc2 intensity in cortical tissue was performed at 12-bit depth, with a 100x objective and 2.2 digital zoom at 200 Hz acquisition speed. Imaging of P-S6rp intensity in cortical tissue and synaptosomes was performed at 12-bit depth, with a 40x objective and 200 Hz acquisition speed, or a 63x objective, 2.2 digital zoom and 200 Hz acquisition speed, respectively. Imaging of other immunostainings on plated synaptosomes was performed at 8-bit depth, with a 63x objective, 2.2 digital zoom and 200 Hz acquisition speed. Imaging of post-recording immunostaining was performed at 8-bit depth, with a 20x objective at 200Hz acquisition speed. Electron microscopy samples were examined on a JEM 1400 Flash (JEOL) transmission microscope operated at 80kV, and images were acquired with a Flash Camera (JEOL) using Limitless Panorama (LLP) software.

### Image analysis

Analyses in the conditional *Tsc2* mutants were carried out in layers 2/3 of the somatosensory cortex. Analysis of cell volume and P-S6rp intensity was performed using Imaris 8.1.2 (Bitplane). Background subtraction and Gaussian filtering were first applied in all channels. Cell somas were reconstructed automatically as three-dimensional isosurfaces with the “create surface” tool using the PV staining (for PV^+^ interneurons) or the tdTomato staining (for SST^+^ interneurons). The volume of the reconstructed somas and the intensity of the P-S6rp channel (as integrated density corrected for soma size) inside each reconstructed soma were then quantified automatically.

Analysis of Tsc2 intensity was performed using a custom macro in FIJI (ImageJ). Background subtraction, Gaussian blurring, smoothing, and contrast enhancement were first applied in all channels. Cell somas were drawn automatically or manually based on the tdTomato staining to create a mask of the soma surface. The intensity of the Tsc2 channel (as integrated density corrected for soma size) was then quantified automatically for each reconstructed soma.

We used a custom macro in FIJI to analyze cluster/synaptic densities, as previously described (38, 42). Background subtraction, Gaussian blurring, smoothing, and contrast enhancement were first applied in all channels. Cell somas were drawn automatically or manually based on intensity levels of PV staining (for PV^+^ interneurons), tdTomato staining (for SST^+^ interneurons) or NeuN staining (for pyramidal cells) to create a mask of the soma surface and measure its perimeter. Cell dendrites from PV^+^ or SST^+^ cells were drawn manually based on intensity levels of tdTomato staining to create a mask of the dendrite surface and measure its perimeter. Presynaptic boutons and postsynaptic clusters were detected automatically based on thresholds of intensity. Thresholds for the different synaptic markers were selected from a set of random images before quantification, and the same threshold was applied to all images from the same experiment. The “Analyze Particles” and “Adjustable Watershed” tools were applied to the synaptic channels, and a mask was generated with a minimum particle size of 0.05. The soma or dendrite mask and the corresponding synaptic masks were merged to quantify the number of puncta contacting the soma and dendrite. Puncta were defined as presynaptic boutons when they were located outside the soma or dendrite and had ≥ 0.1 *μ*m^2^ colocalizing with the soma or dendrite perimeter. Puncta were defined as postsynaptic clusters contained inside a soma or dendrite and had ≥ 0.2 *μ*m^2^ colocalizing with the soma or dendrite perimeter. The size of VGluT1^+^ boutons and PSD95^+^ clusters were quantified automatically for each cell using the same images analyzed for synaptic density. Synapses were defined as presynaptic boutons and postsynaptic clusters contacting each other with a colocalisation area of ≥ 0.03*μ*m^2^ of their corresponding masks.

Analysis of P-S6rp intensity in synaptosomes was performed using a custom macro in FIJI. Background subtraction, Gaussian blurring, smoothing, and contrast enhancement were first applied in all channels. Pre- and postsynaptic puncta were detected automatically based on thresholds of intensity (thresholds for the different synaptic markers were selected from a set of random images before quantification, and the same threshold was applied to all images from the same experiment). The “Analyze Particles” and “Adjustable Watershed” tools were applied to the synaptic channels, and a mask was generated with a minimum particle size of 0.05. The two synaptic masks were merged to automatically quantify the number of synaptosomes. Synaptosomes were defined as pre- and postsynaptic puncta contacting each other with a colocalization area of ≥ 0.03 *μ*m^2^ of their corresponding masks. The intensity of the P-S6rp channel was automatically calculated in each defined synaptosome.

Analysis of in situ hybridization was performed using a custom macro in FIJI. Background subtraction, Gaussian blurring, smoothing, and contrast enhancement were first applied in all channels. Cell somas were drawn automatically or manually based on intensity levels of *Pvalb* in situ hybridization signal to create a mask of the soma surface and measure its perimeter. RNA particles were detected automatically based on thresholds of intensity (thresholds for the different target RNA were selected from a set of random images before quantification, and the same threshold was applied to all images from the same experiment). The “Analyze Particles” and “Adjustable Watershed” tools were applied to the target RNA channels, and a mask was generated with a minimum particle size of 0.05. The soma and target RNA masks were merged to automatically quantify the number of particles inside the soma.

Analysis of target staining intensity was performed using a custom macro in FIJI. Background subtraction, Gaussian blurring, smoothing, and contrast enhancement were first applied in all channels. Cell somas were drawn manually to create a mask of the soma surface. The intensity was measured automatically as raw integrated density.

Analysis of the density and laminar distribution of PV^+^ and SST^+^ interneurons was performed manually in FIJI from images of the somatosensory cortex. Cortical layers were identified using DAPI staining and their distinct histological characteristics.

Analysis of EM images was performed manually in FIJI. Intact synaptosomes were identified based on the structural characteristics of bipartite synaptosomes: a presynaptic bouton, defined by the presence of vesicles, attached to a membrane-enclosed postsynaptic density.

### Western blotting

10-40 *μ*g of denatured protein extracts were separated by SDS-PAGE using 10% acrylamide gels or 4-15% Mini-Protean precast gels (Bio-Rad) for 2 h at 120 V and transferred onto methanol-activated PVDF membranes at 350 mA for 2 h on ice. Membranes were blocked with either 5% non-fat milk or 5% BSA in TBS-T (20mM Tris-HCl pH 7.5, 150mM NaCl, and 0.1% Tween20) for 1 h at room temperature. Membranes were then probed with primary antibodies in blocking buffer overnight at 4 °C. The next day, membranes were washed in TBS-T and incubated with HRP-conjugated secondary antibodies for 1 h at room temperature. Depending on the amount of protein of interest in the samples, membranes were incubated with either Immobilon Western Chemiluminescent HRP substrate (Millipore), SuperSignal West Pico or West Femto Chemiluminescent Substrates (ThermoFisher). Protein levels were visualized by chemiluminescence with an Odyssey FC (Li-Cor) and quantified with Image Studio Lite. Densitometry of the band of interest was normalized to that of actin for quantification. Densitometry of the band of interest was normalized to that of the corresponding total protein for phosphorylated proteins.

The following primary antibodies were used: rabbit anti-P-ErbB4 (Tyr1284, 1:1000, Cell Signaling Technology #4757), rabbit anti-ErbB4 (1:1000, Cell Signaling Technology #4795), rabbit anti-P-S6rp (Ser240/244, 1:5000, Cell Signaling Technology #5364), rabbit anti-S6rp (1:5000, Cell Signaling Technology #2217), rabbit anti-P-Tsc2 (Thr1462, 1:1000, Cell Signaling Technology #3617), rabbit anti-Tsc2 (1:1000, Cell Signaling Technology #4308), rabbit anti-P-4EBP1 (Thr37/46, 1:1000, Cell Signaling Technology #2855), rabbit anti-4EBP1 (1:1000, Cell Signaling Technology #9644), mouse anti-actin-peroxidase (1:20 000, Sigma-Aldrich #A3854), mouse anti-PSD95 (1:1000, NeuroMabs #75-028), rabbit anti-NeuN (1:1000, Millipore #ABN78), mouse anti-GAPDH (1:1000, Abcam #ab8245), rabbit anti-NMDAR2A (1:1000, Chemicon #AB1555P), rabbit anti-synaptophysin (1:500, Abcam #ab14692), mouse anti-HA (1:500, ThermoFisher #26183), mouse anti-p53 (1:1000, Cell Signaling Technology #2524), rabbit anti-GluA4 (1:1000, Millipore #AB1508), chicken anti-SynCAM (1:1000, MBL International #CM004-3), goat anti-Nptn (1:1000, Invitrogen #PA5-47726), rabbit anti-TrkC (1:1000, Cell Signaling Technology #3376), rabbit anti-Cacng2 (1:1000, Millipore #07-577), rabbit anti-Nlgn3 (1:1000, Synaptic Systems #129 113) and rabbit anti-Clstn2 (1:1000, MyBioSource #MBS9208953). The following HRP-conjugated secondary antibodies were used: goat anti-mouse-peroxidase (1:5000, Invitrogen #31444), donkey anti-rabbit-peroxidase (1:5000, Invitrogen #SA1-200), donkey anti-chicken-peroxidase (1:5000, Invitrogen #SA1-300), rabbit anti-goat-peroxidase (1:5000, Abcam #ab6741). For immunoprecipitation samples, the following secondary antibodies were used: anti-mouse-HRP (1:1000, Abcam #ab131368) and anti-rabbit-HRP (1:1000, Abcam #ab131366).

### Electrophysiology

#### Slice preparation and patch-clamp recordings

Mice were anaesthetized with an overdose of sodium pentobarbital before decapitation. Coronal slices of 300 μm were cut using a VT1200S vibratome (Leica) in ice-cold artificial cerebrospinal fluid (ACSF) containing 87 mM NaCl, 11 mM glucose, 75 mM sucrose, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 0.5 mM CaCl_2_, 7 mM MgCl_2_, 26 mM NaHCO_3_, oxygenated with 95% O2 and 5% CO2, and incubated for 1 h at 32 °C and subsequently at room temperature. Slices were transferred to the recording setup 15 min prior to recording and incubated at 32 °C while being continuously oxygenated with 95% O2 and 5% CO2 in recording ACSF containing: 124 mM NaCl, 1.25 mM NaH_2_PO_4_, 3 mM KCl, 26 mM NaHCO_3_, 10 mM Glucose, 2 mM CaCl_2_, 1 mM MgCl_2_. Pipettes (3–5 MΩ) were made from borosilicate glass capillaries using a PC-10 pipette puller (Narishige) and filled with intracellular solution containing 130 mM potassium-gluconate, 5 mM KCl, 10 mM HEPES, 2.5 mM MgCl_2_, 4mM Na2ATP, 0.4mM Na3GTP, 10 mM sodium-phosphocreatine, 0.6 mM EGTA (pH 7.2–7.3, 285–295mOsm) supplemented with either 0.2 mg/ml neurobiotin (Vector Laboratories) for current-clamp recordings, or 115 mM CsMeSO_3_, 20 mM CsCl, 10 mM HEPES, 2.5 mM MgCl_2_, 4 mM Na2ATP, 0.4 mM Na3GTP, 10 mM sodium-phosphocreatine, 0.6 mM EGTA (pH 7.2–7.3, 285–295 mOsm), and 0.2% neurobiotin for voltage-clamp recordings. Recordings were carried out in layers 2/3 of the somatosensory cortex. Traces were recorded using a Multiclamp 700B amplifier (Molecular Devices), sampled at 50 kHz and filtered at 3 kHz. mEPSCs were recorded in the presence of 1 *μ*M Tetrodotoxin and 100 *μ*M Picrotoxin (PTX) (both Tocris Bioscience) at a holding potential of −60mV. sEPSCs were recorded in the presence of 100 *μ*M PTX at a holding potential of −60mV. Both mEPSCs and sEPSCs were analyzed using Mini Analysis (Synaptosoft). Intrinsic properties were analyzed using Clampfit 10.2. Paired pulse ratios (PPR) were recorded in the presence of 100 *μ*M of PTX. Evoked excitatory postsynaptic currents (eEPSCs) were generated with a tungsten stimulator electrode (WPI) connected to an ISO-STIM 01D stimulator (NPI) and placed approximately 100 *μ*m from the recorded cell. Ten sweeps of 2 pulses with an inter-stimulus interval of 50 ms were applied with an inter-sweep interval of 10s. Recordings were excluded if the first peak had an amplitude <50pA. PPR traces were analyzed using Clampfit 10.2. PPR was calculated as amplitude 2/amplitude 1.

#### Data analysis

Intrinsic properties were defined and analyzed as follows: RMP, the membrane potential recorded immediately after entering whole-cell configuration; TC, fitting of a single exponential to the response to a 10 mV hyperpolarizing step; IR, an average of the resistance calculated from 5 increasing 10 pA current steps; Ih sag, calculated from the average membrane potential at the end of a 1s current pulse, initially hyperpolarizing the cell to –100 mV; APmax, the maximum value reached by the AP; MFF, Maximum AP frequency elicited by increasing 100pA steps; fAHP, the potential difference between the threshold and minimum AP-value; and Capacitance, calculated from TC and IR.

#### Post-recording immunohistochemistry

After recording, slices were immediately fixed in PFA 4% for 30 min at 4 °C, washed in PBS and permeabilized with PBS containing 0.4% Triton X-100 for 1 h at room temperature. Slices were blocked in PBS with 0.3% Triton X-100, 10% serum, and 5% BSA for 3 h at room temperature and incubated with primary antibodies overnight at 4 °C. Slices were then washed in PBS and incubated with secondary antibodies overnight at 4°C. The next day, slices were washed in PBS, counterstained with 5 *μ*M DAPI in PBS, and mounted in Mowiol/DABCO. All primary and secondary antibodies were diluted in PBS containing 0.3% Triton X-100, 5% serum, and 1% BSA. The following primary and secondary antibodies were used: rat anti-SST (1:200, Millipore #MAB354), chicken anti-PV (1:500, Synaptic Systems #195 006) rabbit anti-dsRed (1:500, Clontech #632496), goat anti-rat 647 (1:400, Invitrogen #A-21247), donkey anti-chicken 405 (1:200, Jackson ImmunoResearch #703-475-155) and donkey anti-rabbit Cy3 (1:500, Jackson ImmunoResearch #711-165-152). Neurobiotin was revealed with Streptavidin 488 (1:400 Invitrogen #S11223).

### RNA isolation by RiboTrap pulldown

Cortices from P15 *Lhx6-Cre;Erbb4^+/+^;Rpl22^HA/HA^* and *Lhx6-Cre;Erbb4^F/F^;Rpl22^HA/HA^* mice were rapidly dissected in ice-cold RNase-free PBS and immediately homogenized in SynPER Synaptic Protein Extraction Reagent (ThermoScientific) supplemented with 1x cOmplete EDTA-free protease inhibitors (Sigma-Aldrich), 1 mg/ml Heparin (Sigma-Aldrich), 200 U/ml RNAsin (Promega), 100 μg/ml cycloheximide, and 1 mM DTT (Sigma-Aldrich). Synaptosomes were then prepared according to the manufacturer’s instructions. The final synaptosome pellets were resuspended in supplemented SynPER, and Igepal-CA630 (Sigma-Aldrich) was added to the samples to a final concentration of 1%. 100 μl of anti-HA magnetic beads (Pierce #88837) were washed in supplemented SynPER and added to the samples for 3-4 h at 4°C with gentle rotation. After incubation, beads were washed 3 times in ice-cold washing buffer (300 mM KCl, 1% Igepal-CA630, 50 mM Tris-HCl pH 7.5, 12mM MgCl_2_, 1mM DTT and 100 μg/ml cycloheximide) and eluted in 350 μl of RLT Plus buffer from the RNAeasy Plus Micro kit (Qiagen) supplemented with 2-mercaptoethanol (Bio-Rad).

### RNA sequencing and differential expression analysis

#### RNA purification, quantification, and quality check

RNA purification of immunoprecipitated RNA was performed using the RNeasy Plus Micro kit (Qiagen) following the manufacturer’s protocol. RNA quality was checked on a Bioanalyzer instrument (Agilent Technologies) using an RNA 6000 Pico Chip. Only RNA samples with RNA integrity number (RIN) values >7.4 were used for library preparation and sequencing.

#### Library preparation and Illumina sequencing

Four biological replicates were analyzed for each genotype. Library preparation and RNA sequencing experiments were performed by the Genomic Unit of the Centre for Genomic Regulation (CRG, Barcelona, Spain). Library preparation for all samples was performed with 1 ng of total RNA using the SMARTer Ultra Low RNAkit for ultra-low RNA. Samples were then sequenced paired-end using an Illumina HiSeq 2500 platform to approximately 60-80 million mapped reads per sample.

#### Quality control and differential gene expression analysis

RNA sequencing data analysis was performed by GenoSplice (www.genosplice.com). Sequencing, data analysis, reads repartition, and insert size estimation were performed using FastQC, Picard-Tools, Samtools and rseqc. Using STAR v2.4.0 (71) on the mm10 Mouse genome assembly with an average of 79.8±3.4% of uniquely mapped reads. The analysis of gene expression regulation was performed as described previously (72). In brief, for each gene present in the Mouse Fast DB v2021_1 annotation, reads aligning on constitutive regions (that are not prone to alternative splicing) were counted. Based on these read counts, normalization and differential gene expression were performed using DESeq2, as described before (73), on R v3.2.5. Genes were considered as expressed if their Reads Per Kilobase of transcript per Million mapped reads (RPKM) value was >99% of the background Fragments Per Kilobase of transcript per Million mapped reads (FPKM) value based on intergenic regions. Only genes expressed in at least one of the two compared experimental conditions were further analyzed. Results were statistically significant for p-values ≤ 0.05 and fold changes ≥ 1.5. Pathway and GO analyses were performed using WebGestalt (74) and were considered significant for p-values ≤ 0.05.

#### Enrichment analysis

A list of highly confident autism-associated genes (genes that score S, 1 or 2 and reported > 5 times) was retrieved from the SFARI Gene database (https://gene.sfari.org). To identify which of these human genes overlap with the list of genes downregulated in *Erbb4* conditional mutants, we first mapped homologous genes using Ensembl’s BioMart database (https://www.ensembl.org/info/data/biomart/index.html) as a reference. Fold enrichment was calculated by comparing the proportion of overlapping genes to the expected chance of finding an autism-associated gene in the human coding genome. The statistical significance of the enrichment was determined using a two-sided Fisher’s exact test.

#### Candidate selection criteria

From the list of differentially expressed genes downregulated in *Erbb4* conditional mutants compared to controls, we used the Synaptic Gene Ontology tool (SynGO, https://syngoportal.org) to highlight genes coding for proteins with synaptic localization and/or function (40). Among the “postsynapse” cellular component annotation, the terms “postsynaptic specialization” and “postsynaptic membrane” were significantly enriched when using the following settings: stringency = remove annotations with only proteomics evidence; minimum gene counts per term = 5. Merging both lists, we removed genes that were not expressed in PV^+^ interneurons at P10 (FPKM < 5 in Synapdomain (7); https://devneuro.org/cdn/synapdomain.php). The resulting list of genes was classified into further subcategories according to the gene ontology analysis or a manual MEDLINE search. The two subcategories with the highest number of genes were “cell adhesion molecules” and “AMPA receptor-related molecules”. We used a set of four additional criteria to select candidates for functional validation: (1) expression in PV^+^ interneurons at P10 (Synapdomain) (7), (2) expression in PV^+^ interneurons at P30 (SpliceCode) (75), available at https://scheiffele-splice.scicore.unibas.ch, (3) enrichment in PV^+^ versus SST^+^ interneurons (SpliceCode), and (4) literature on interneuron connectivity (MEDLINE search for “gene name” and “synapse” and “interneuron”). Each criterion was scored, and the sum of the four scores was used to rank the genes. In the “cell adhesion molecules” category, 8 genes had 3 or more points. Out of these 8 genes, we found three calsyntenin-encoding genes and two neuroligin-encoding genes. To avoid validating genes belonging to the same protein family, we selected *Clstn2* and *Nlgn3* for functional analyses. The other three selected genes were *Nptn, Cadm1*, and *Ntrk3*. In the “AMPA receptor-related molecules” category, the two top-ranking genes were *Gria4* and *Cacng2*.

### AAV experiments

#### Generation of AAV expression vectors

To downregulate the expression of the target genes *in vivo*, we took advantage of a cell type-specific knockdown strategy using a Cre-dependent cassette *pDIO-DSE-mCherry-PSE-MCS* as previously reported (7). We generated five *shRNA* constructs against each target gene using the Block-iT RNAi Designer web tool (Thermo Scientific) to identify target sequences within the coding region of the genes that show high knockdown effectivity *in silico*. The target sequences for each *shRNA* construct were the following: *shLacZ* (AAA TCG CTG ATT TGT GTA GTC), *shCadm1* (shRNA-1: GGG AGG AGA TTG AAG TCA ACT; shRNA-2: GGT TCA AAG GGA ACA AGG; shRNA-3: GCA GTA TAA ACC GCA AGT GCA; shRNA-4: GCA TTT GAG TTA ACG TGT GAA; shRNA-5: GGC CAA ACC TGT TCA ATA), *shNptn* (shRNA-1: GCT GAG GAT TCA GGC GAA TAC; shRNA-2: GCA GGA TGC TAT GAT GTA CTG; shRNA-3: GGT GTG TTT GAG ATT TCT; shRNA-4: GGC TGA AAT CAT CCT TGT; shRNA-5: GGT GAT CAT TGT GTA TGA), *shNlgn3* (shRNA-1: GCG AGG ACT TAG CGG ATA ATG; shRNA-2: GGA TAT GGT GGA TTG TCT TCG; shRNA-3: GCT ATG GCT CAC CTA CCT ACT; shRNA-4: GCA TGA CAT GTT CCA CTA TAC; shRNA-5: CAC CAT CAC TAT GAT TCC TAA), *shNtrk3* (shRNA-1: GCC AGA GCC TTT ACT GCA TCA; shRNA-2: GGA CCA ATG TAC ATG CCA TCA; shRNA-3: GGA ACA TTG CAT TGA GTT TGT; shRNA-4: GCA CAG ATT TCT TTG ACT TTG; shRNA-5: GGC ATC ACT ACA CCA TCA TCG), *shClstn2* (shRNA-1: GCA TCA CTA TGC CCT GTA TGT; shRNA-2: GGA GCA ACA TAT GAA CCA TAC; shRNA-3: GGA TAA AGT ATC ACT TCA ACC; shRNA-4: GGA CTT GGA TCC AAG GCA AGA; shRNA-5: GCA GGA GTC ATA AAC ATT TGG), *shGria4* (shRNA-1: GCA ACT AGA GCT TGA; shRNA-2: GCA CGT CAA AGG CTA CCA TTA; shRNA-3: GGA TCT GAA ACA CCT CCA AAG; shRNA-4: GGA ATT GAC ATG GAG AGA ACA; shRNA-5: GCA ATG ACA CAG CTA TCG), *shCacng2* (shRNA-1: GCC TCG AAG GGA ACT TCA AAG; shRNA-2: GCA AGC AAA TCG ACC ACT TTC; shRNA-3: GCT GAC ACC GCA GAG TAT TTC; shRNA-4: GCT GGC CGT GCA CAT GTT TAT; shRNA-5: GGA CAG GGA TAA CAG CTT TCT). For *in vitro* validation of knockdown effectivity of the *shRNA* constructs, the full-length coding regions of the target genes tagged with the hemagglutinin (HA)-tag (TAC CCC TAC GAC GTG CCC GAC TAC GCC) were designed and cloned in the pcDNA3.1(+) expression vector using GeneArt Gene Synthesis Services (Thermo Fisher). The reference coding sequences and the HA-tag insertion sites for the different target genes were as follows: HA-Cadm1 (NM_207676.2; HA-tag inserted after amino acid 420, alanine), HA-Nptn (NM_001357751.1; HA-tag inserted after amino acid 393, asparagine), HA-Nlgn3 (NM_172932.4; HA-tag inserted after amino acid 34, threonine), HA-Ntrk3 (NM_008746.5; HA-tag inserted after amino acid 1, methionine), HA-Clstn2 (NM_022319.2; HA-tag inserted after amino acid 22, glycine), HA-Gria4 (NM_019691.5; HA-tag inserted after amino acid 3, isoleucine), HA-Cacng2 (NM_007583.2; HA-tag inserted after amino acid 105, serine).

#### Cell culture and transfection

HEK293T and COS-7 cells were cultured in Dulbecco’s Modified Eagle’s medium supplemented with 10% fetal bovine serum, 2 mM glutamine, penicillin (50 units/ml) and streptomycin (50 g/ml). The cultures were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_. Cells were transfected using FuGENE transfection reagent (ThermoFisher) at a 3:1 DNA:FuGENE ratio. Cells were seeded on 12-well plates in triplicate experiments and co-transfected with an *shRNA*-expressing construct, the expression plasmid for the corresponding HA-tagged gene, and a plasmid for the expression of Cre recombinase. Co-transfection with a *shLacZ* construct was performed as a control for each target gene. 72 h after transfection, cells were scraped in RIPA lysis buffer containing 50 mM Tris-HCl pH 8, 150 mM NaCl, 0.5% sodium deoxycholate, 1% NP40, 0.1% SDS and 1x cOmplete protease inhibitors. Samples were denatured at 95 °C for 10 min in Laemmli sample buffer, and protein concentrations were measured using Pierce 660 nm Protein Assay.

#### AAV production

HEK293T cells were seeded on 15-cm plates and co-transfected with packaging plasmids AAV-ITR-2 genomic vectors (7.5 μg), AAV-Cap8 vector pDP8 (30 μg, PlasmidFactory GmbH, Germany, #pF478) using PEI (Sigma) at a 1:4 DNA:PEI ratio. 72 h post-transfection, supernatants were incubated with ammonium sulphate (65 g/200 ml supernatant) for 30 min on ice and centrifuged at 4000 rpm for 45 min at 4 °C. Transfected cells were harvested and lysed (150 mM NaCl, 50 mM Tris pH 8.5), followed by three freeze-thaw cycles and benzonase treatment (50U/mL; Sigma) for 1 h at 37 °C. Filtered AAVs (0.8 *μ*m and 0.45 *μ*m MCE filters) from supernatants and lysates were run on an iodixanol gradient by ultracentrifugation (Vti50 roto, Beckmann Coulter) at 50 000 rpm for 1 h at 12 °C. The 40% iodixanol fraction containing AAVs was collected, concentrated using 100 kDa-MWCO Centricon plus-20 and Centricon plus-2 (Merck-Millipore), aliquoted and stored at -80 °C. The number of genomic copies was determined by quantitative real-time PCR using the following primers targeting the WPRE sequence (Fw: GGC ACT GAC AAT TCC GTG GT, and Rv: CGC TGG ATT GAG GGC CGA A). After *in vitro* validation, the following shRNA constructs were selected for AAV production based on their high knockdown efficiency: shCadm1 (shRNA-1 and shRNA-5), shNptn (shRNA-1 and shRNA-3), shNlgn3 (shRNA-2), shNtrk3 (shRNA-3 and shRNA-4), shClstn2 (shRNA-1 and shRNA-4), shGria4 (shRNA-2), and shCacng2 (shRNA-2 and shRNA-4).

### Surgeries

#### Stereotaxic injections

Stereotaxic injections were performed as previously described (7). For intracranial injections of *shRNA*-expressing AAV vectors, P2-3 *Lhx6-Cre* pups were anaesthetized with isoflurane and mounted on a stereotactic frame using a 3D printed isoflurane mask. A volume of 300nl was injected in the left hemisphere, at a rate of 100 nl/min, with viral titers ranging from 2.10^12^ to 4.10^13^. The following coordinates were used to target MGE/POA-derived interneurons in layer 2/3 of the somatosensory cortex: anteroposterior +1.6/1.7 mm; mediolateral -1.8/-1.9 mm; depth -0.3 mm.

#### In utero electroporation

In utero electroporation was performed as previously described (38). Timed-pregnant CD1 females were deeply anaesthetized with isoflurane. Buprenorphine (Vetergesic, Ceva Animal Health Ltd) was administered for analgesia via subcutaneous injection, and ritodrine hydrochloride (Sigma-Aldrich #R0758) was applied to the exposed uterine horns to relax the myometrium. The DNA solution was mixed with Fast Green (Roche #06402612001), and 1-2 *μ*l of the solution was injected into the lateral ventricle of embryonic day 14.5 embryos. To target DNA into cortical pyramidal cell progenitors of the subventricular zone, five electric pulses (45 V for 50 ms, with 950 ms intervals) were delivered through electrodes (CUY650P3, Nepa Gene) connected to an electroporator (NEPA21 Super Electroporator, Nepa Gene).

### Statistical analyses

All statistical analyses were performed using Prism 9 (GraphPad Software). No statistical methods were used to predetermine sample sizes. Sample sizes were chosen based on previous publications in the field. Biological replicates (n values are different samples derived from different brains from different litters) were analyzed to assess the biological variability and reproducibility of data. Experimental mice from all genotypes or conditions were processed together. Samples were tested for normality using the Shapiro–Wilk normality test. Unless otherwise stated, data were analyzed by t-test or ANOVA followed by post hoc Tukey’s analysis for comparisons of multiple samples. Differences were considered significant when p values < 0.05. Data are presented as mean ± s.e.m. Statistical details of experiments are described in figure legends.

## Supplementary Material

Supplementary Material

## Figures and Tables

**Fig. 1:**
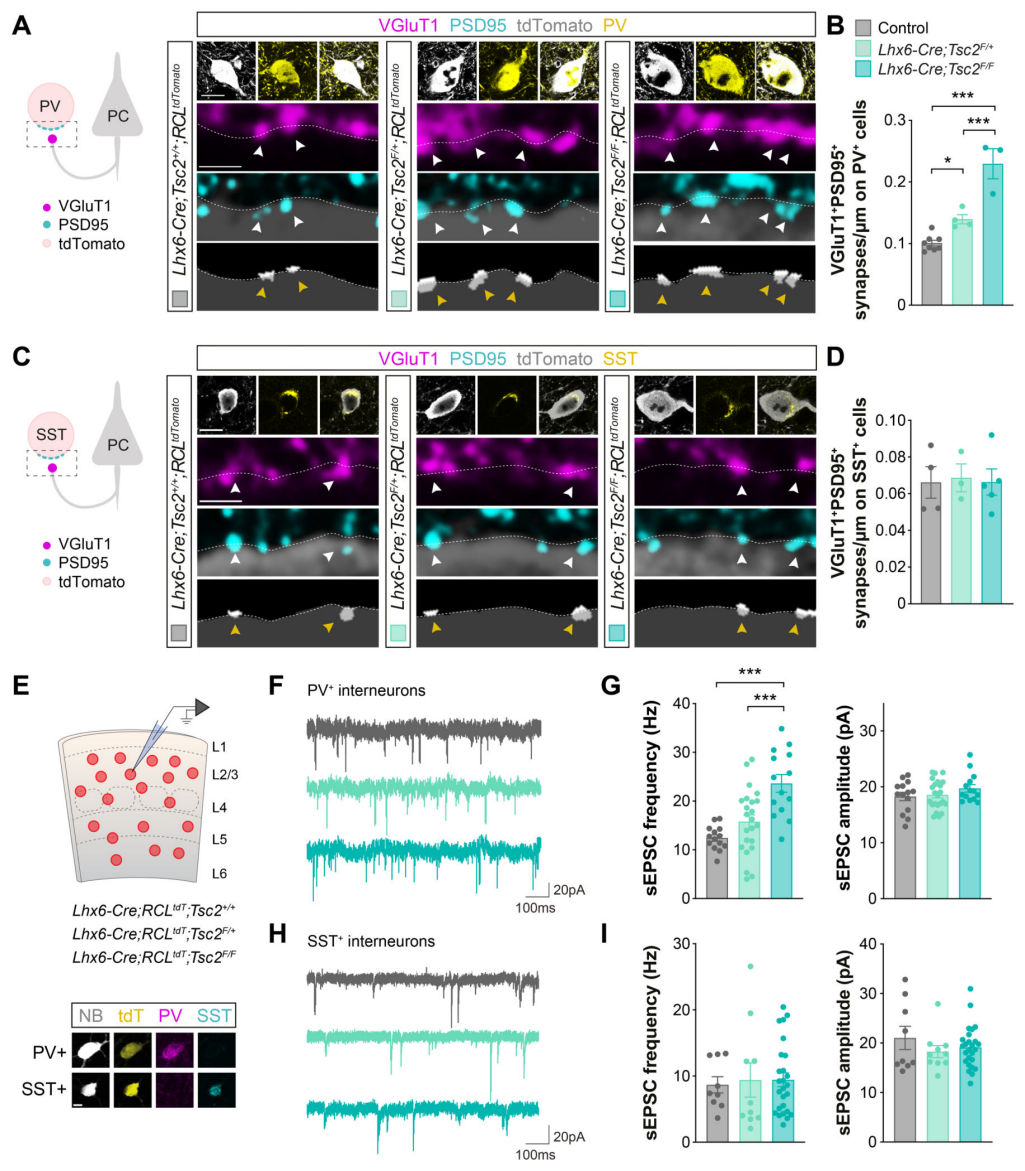
Differential contribution of Tsc2 to synapse development. (**A**) Schematic of synaptic markers analyzed (left). Confocal images (top) and binary images (bottom) illustrating presynaptic VGluT1^+^ puncta (magenta) and postsynaptic PSD95^+^ clusters (cyan) in PV^+^ (yellow) tdTomato^+^ (grey) interneurons from P18-21 control, heterozygous and homozygous conditional *Tsc2* mutants. (**B**) Quantification of the density of VGluT1^+^PSD95^+^ synapses contacting PV^+^ interneurons (control, *n* =111 cells from 8 mice; heterozygous, *n* = 70 cells from 4 mice; homozygous, *n* = 46 cells from 3 mice). (**C**) Schematic of synaptic markers analyzed (left). Confocal images (top) and binary images (bottom) illustrating presynaptic VGluT1^+^ puncta (magenta) and postsynaptic PSD95^+^ clusters (cyan) in SST^+^ (yellow) tdTomato^+^ (grey) interneurons from P18-21 control, heterozygous and homozygous conditional *Tsc2* mutants. (**D**) Quantification of the density of VGluT1^+^PSD95^+^ synapses contacting SST^+^ interneurons (control, *n* = 67 cells from 4 mice; heterozygous, *n* = 41 cells from 3 mice; homozygous, *n* = 60 cells from 5 mice). (**E**) Schematic of experimental design (top) and post-recording labelling of neurobiotin (NB, grey) -filled tdTomato^+^ (yellow) cells with PV (magenta) and SST (cyan) (bottom). (**F**) Example traces of sEPSCs recorded from PV^+^ interneurons from P18-21 control, heterozygous and homozygous conditional *Tsc2* mutants. (**G**) Quantification of the frequency (left) and amplitude (right) of sEPSCs from PV^+^ interneurons (control *n* =14 cells from 5 mice, *Lhx6-Cre;Tsc2^F/+^* n=23 cells from 8 mice, *Lhx6-Cre;Tsc2^F/F^ n* =14 cells from 6 mice). (**H**) Example traces of sEPSCs recorded from SST^+^ interneurons from P18-21 control, heterozygous and homozygous conditional *Tsc2* mutants. (**I**) Quantification of the frequency (left) and amplitude (right) of sEPSCs from SST^+^ interneurons (control, *n* = 9 cells from 5 mice; heterozygous, *n* = 10 cells from 9 mice; homozygous, *n* = 26 cells from 7 mice). One-way ANOVA followed by Tukey’s multiple comparisons test or Kruskal-Wallis followed by Dunn’s multiple comparisons test: *P < 0.05, **P < 0.01, ***P < 0.001. The dashed lines in the images shown in A and C outline the surface of the cells. Data are mean ± s.e.m. Scale bar, 10 *μ*m and 1 *μ*m (high magnification) (A, C), and 10 *μ*m (E).

**Fig. 2:**
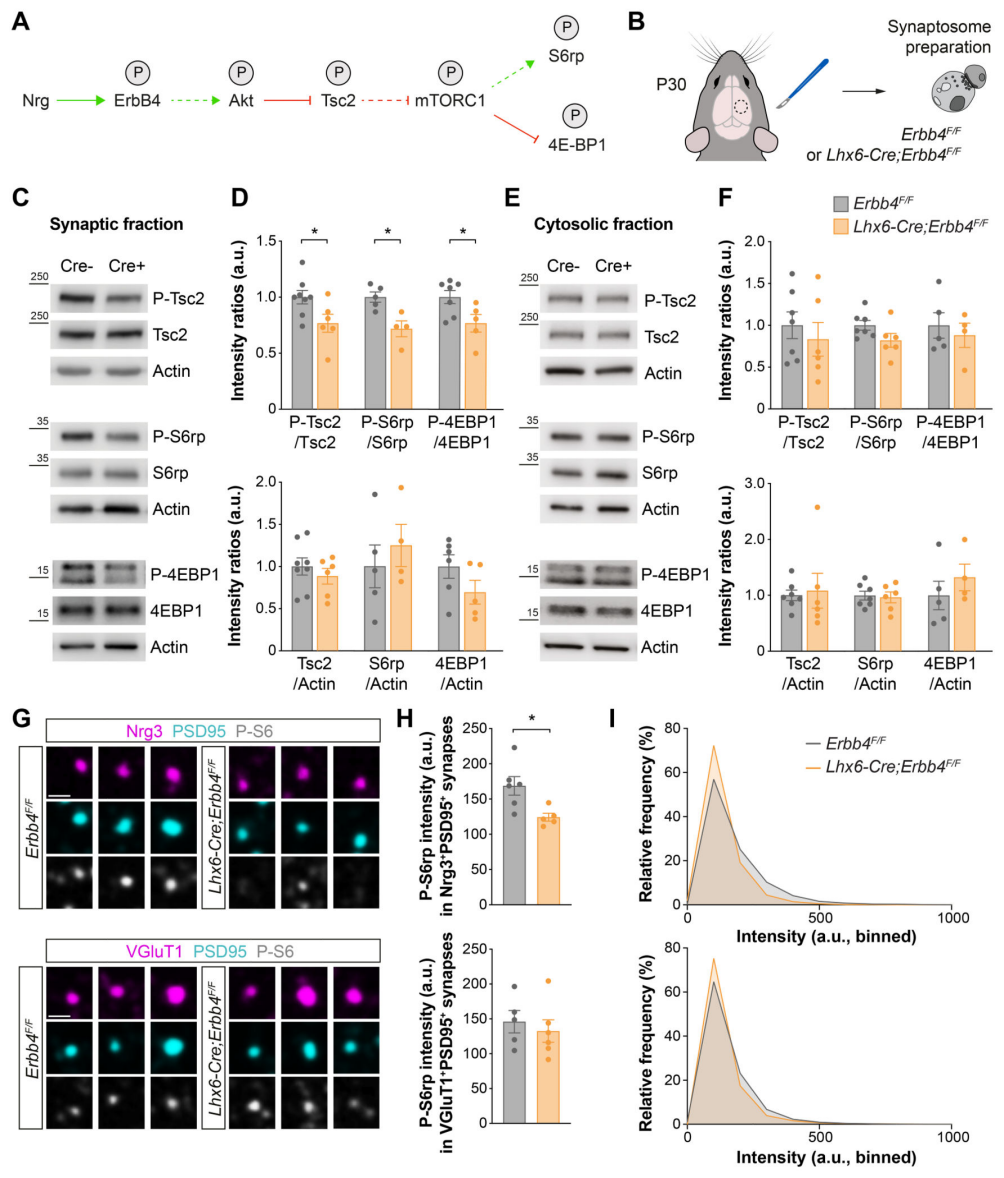
ErbB4 regulates mTOR at excitatory synapses contacting PV^+^ interneurons. (**A**) Hypothetical signaling pathway. P indicates phosphorylation; green arrow activation; red arrow inhibition; dotted arrows indicate indirect regulation. (**B**) Schematic of experimental design. (**C**) Phosphorylation and protein expression of Tsc2, S6rp, 4EBP1 and actin assessed by Western blot of cortical synaptic fractions from P30 homozygous conditional *Erbb4* mice and their control littermates. (**D**) Quantification of phosphorylation of Tsc2, S6rp and 4EBP1 normalized to the total expression of the corresponding protein (top). Quantification of expression levels of Tsc2, S6rp and 4EBP1 normalized to actin (bottom) (Tsc2: control, *n* = 8 mice, homozygous, *n* = 6 mice; S6rp: control, *n* = 5 mice, homozygous, *n* = 4 mice; 4EBP1: control, *n* = 7 mice, homozygous, *n* = 5 mice). (**E**) Phosphorylation and protein expression of Tsc2, S6rp, 4EBP1 and actin assessed by Western blot of cortical cytosolic fractions from P30 homozygous conditional *Erbb4* mice and their control littermates. (**F**) Quantification of phosphorylation of Tsc2, S6rp and 4EBP1 normalized to the total expression of the corresponding protein (top). Quantification of expression levels of Tsc2, S6rp and 4EBP1 normalized to actin (bottom) (Tsc2 and S6rp: control, *n* = 7 mice, homozygous, *n* = 6 mice; 4EBP1: control, *n* = 5 mice, homozygous, *n* = 4 mice). (**G**) Confocal images illustrating phosphorylation of S6rp (P-S6rp, grey) in Nrg3^+^ (magenta) PSD95^+^ (cyan) synaptosomes (top) and in VGluT1^+^ (magenta) PSD95^+^ (cyan) synaptosomes (bottom) from P21 homozygous conditional *Erbb4* mice and their control littermates. (**H**) Quantification of P-S6rp staining intensity in Nrg3^+^PSD95^+^ (top) and VGluT1^+^PSD95^+^ synaptosomes (bottom). (**I**) Relative frequency distribution of P-S6rp staining intensity in Nrg3^+^PSD95^+^ synaptosomes (top) and in VGluT1^+^PSD95^+^ synaptosomes (bottom) (Nrg3^+^PSD95^+^: control, *n* = 22,063 synaptosomes from 6 mice, homozygous, *n* = 17,523 synaptosomes from 5 mice; VGluT1^+^PSD95^+^: control, *n* = 39,395 synaptosomes from 5 mice, homozygous, *n* = 48,057 synaptosomes from 6 mice). Two-tailed Student’s unpaired t-tests: *P < 0.05. Data are mean ± s.e.m. Scale bar, 1 *μ*m.

**Fig. 3:**
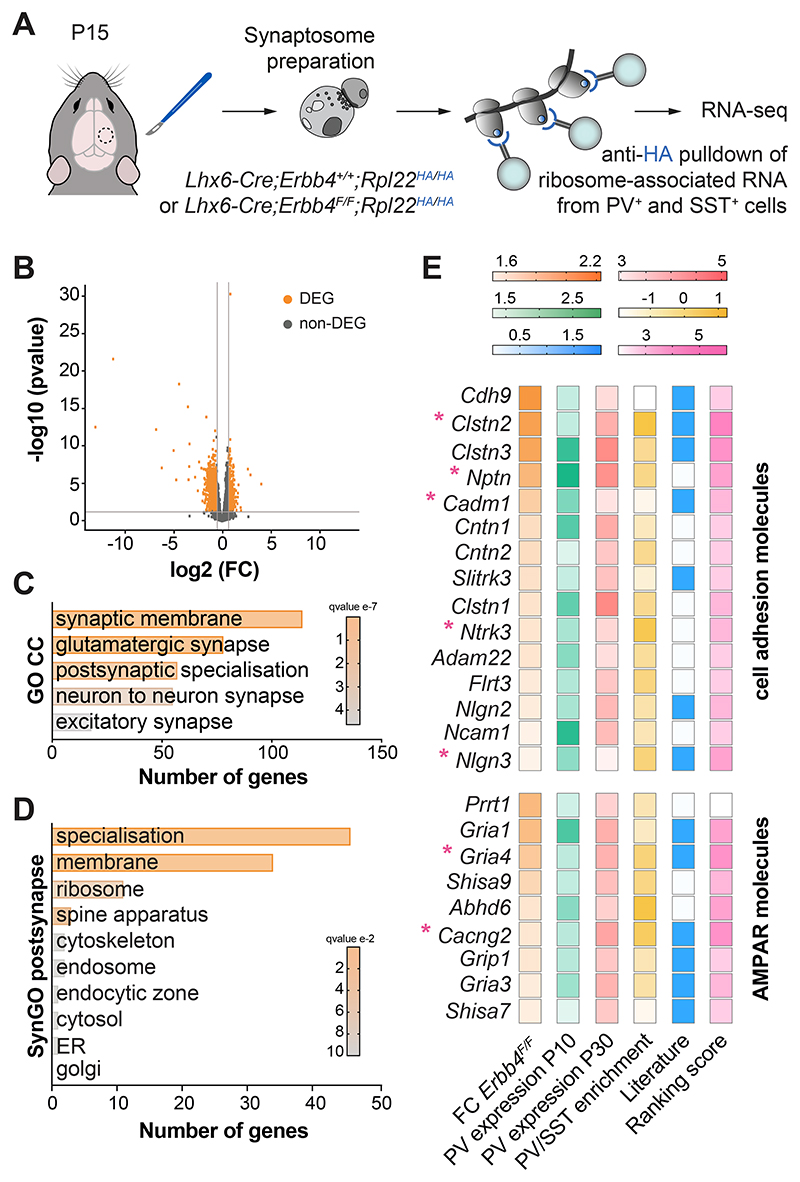
Synaptic ribosome-associated mRNAs altered in *Erbb4* mutants. (**A**) Schematic of experimental design. (**B**) Volcano plot displaying significantly differentially expressed ribosome-associated RNAs (DEG, orange) in P15 cortical synaptosomes from homozygous conditional *Erbb4* mice compared to controls. Each dot represents one gene. FC: fold-change (FC > 1.5, P < 0.05). (**C**) Selected Gene Ontology (GO) Cellular Components (CC) terms significantly enriched in the dataset of downregulated genes in homozygous conditional *Erbb4* mutants compared to controls. (**D**) Synaptic Gene Ontology (SynGO) postsynaptic cellular component categories significantly enriched in the dataset of downregulated genes in homozygous conditional *Erbb4* mutants compared to controls. (**E**) Heatmaps showing the selection criteria for 15 “cell adhesion molecules” genes and 9 “AMPA receptors” genes. The asterisks indicate genes selected for validation.

**Fig. 4:**
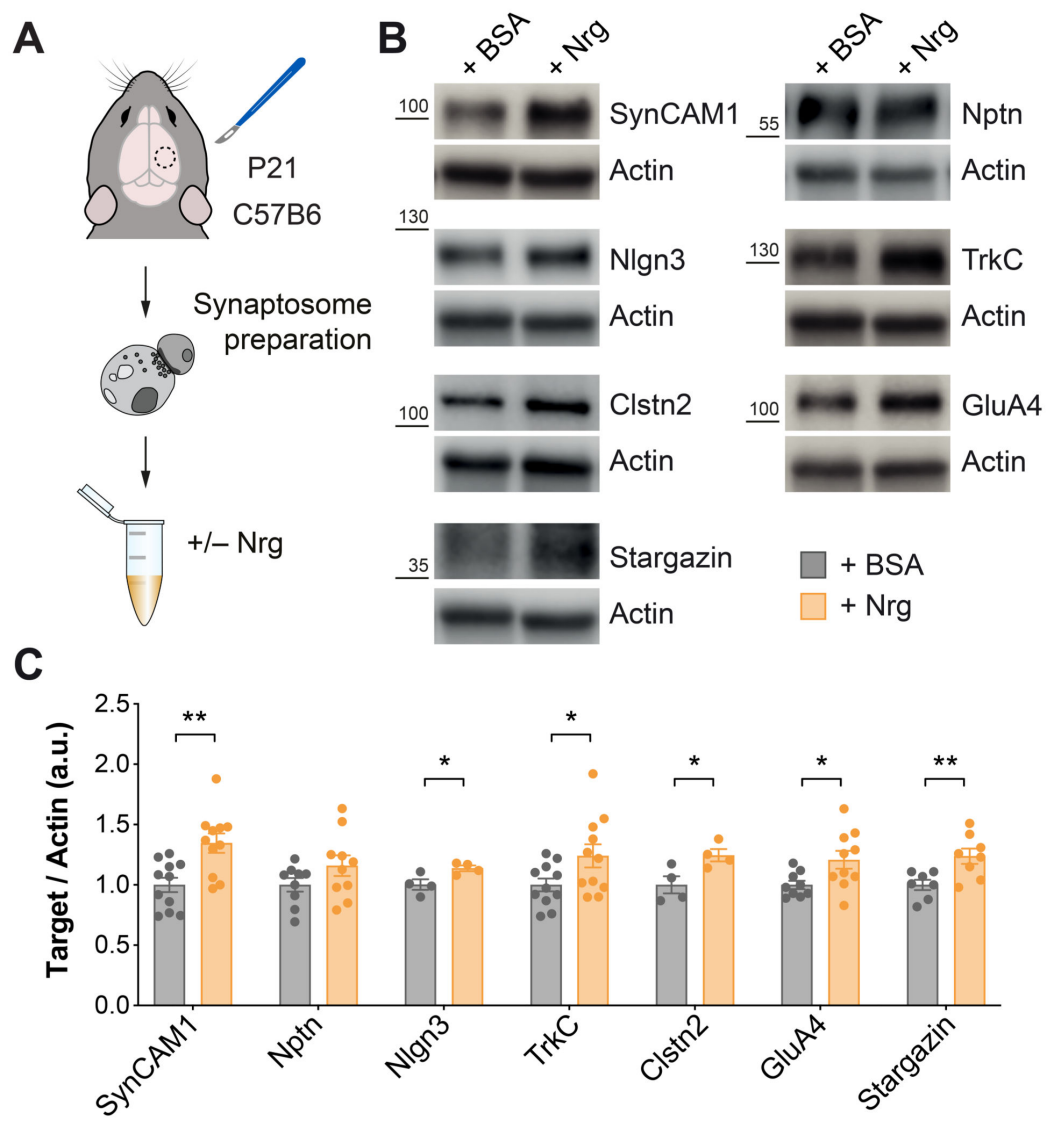
ErbB4 regulates the local translation of synaptic proteins. (**A**) Schematic of experimental design. (**B**) Protein expression of SynCAM1, Nptn, Nlgn3, TrkC, Clstn2, GluA4, Stargazin and actin assessed by Western blot of cortical synaptic fractions treated with neuregulin (Nrg) from P21 C57B6 mice. (**C**) Quantification of expression levels of SynCAM1, Nptn, Nlgn3. TrkC, Clstn2, GluA4 and Stargazin normalized to actin. One-tailed Student’s unpaired t-tests: *P < 0.05, **P < 0.01 (SynCAM1 and TrkC: +BSA, *n* =11 synaptosomes: +Nrg, *n* = 11 synaptosomes; Nptn and GluA4: +BSA, *n* = 9 synaptosomes, +Nrg, *n* = 10 synaptosomes; Nlgn3 and Clstn2: +BSA, *n* = 4 synaptosomes, +Nrg, *n* = 4 synaptosomes; Stargazin: +BSA, *n* = 7 synaptosomes, +Nrg, *n* = 8 synaptosomes). Data are mean ± s.e.m.

**Fig. 5:**
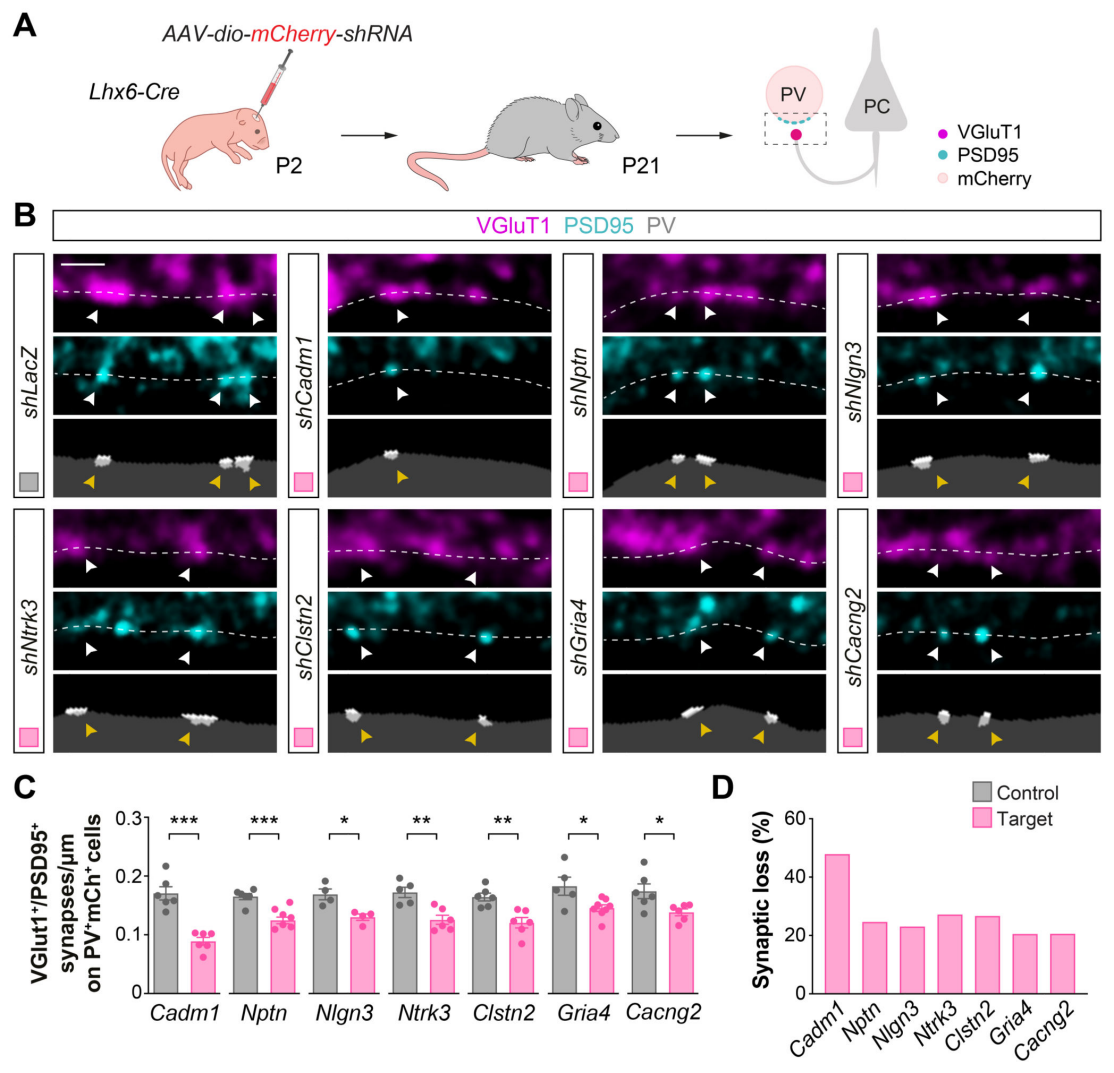
ErbB4 targets control excitatory synapse formation on PV^+^ interneurons. (**A**) Schematic of experimental design. (**B**) Confocal images (top) and binary images (bottom) illustrating presynaptic VGluT1^+^ puncta (magenta) and postsynaptic PSD95^+^ clusters (cyan) in PV^+^ interneurons (grey) from P21 *Lhx6-Cre* mice injected with viruses expressing *shRNAs* targeting the genes of interest or with a control virus (*shLacZ*). (**C**) Quantification of the density of VGluT1^+^PSD95^+^ synapses contacting PV^+^ interneurons in knockdown and control mice. Two-tailed Student’s unpaired t-tests: *P < 0.05, **P < 0.01, ***P < 0.001; *shCadm1* (*n* = 122 cells from 6 mice) and control (*n* = 113 cells from 6 mice); *shNptn* (*n* = 131 cells from 6 mice) and control (*n* = 119 cells from 6 mice); *shNlgn3* (*n* = 86 cells from 4 mice) and control (*n* = 68 cells from 4 mice); *shNtrk3* (*n* = 126 cells from 6 mice) and control (*n* = 105 cells from 5 mice); *shClstn2* (*n* = 120 cells from 6 mice) and control (*n* = 112 cells from 6 mice); *shGria4* (*n* = 121 cells from 8 mice) and control (*n* = 93 cells from 5 mice); *shCacng2* (*n* = 115 cells from 6 mice) and control (*n* = 109 cells from 6 mice). (**D**) Proportion of synaptic loss in PV^+^ interneurons upon knockdown of ErbB4 downstream targets. Data are mean ± s.e.m. Scale bar, 1 *μ*m.

## Data Availability

Sequencing data have been deposited at the National Center for Biotechnology Information BioProjects Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE214258. All other data are available in the manuscript or the supplementary material.

# Supplementary material for: Cortical wiring by synapse type-specific control of local protein synthesis
**Source:** Science. Author manuscript; Available in PMC 2025 Sep 15.
**Supplement:** Supplementary Material

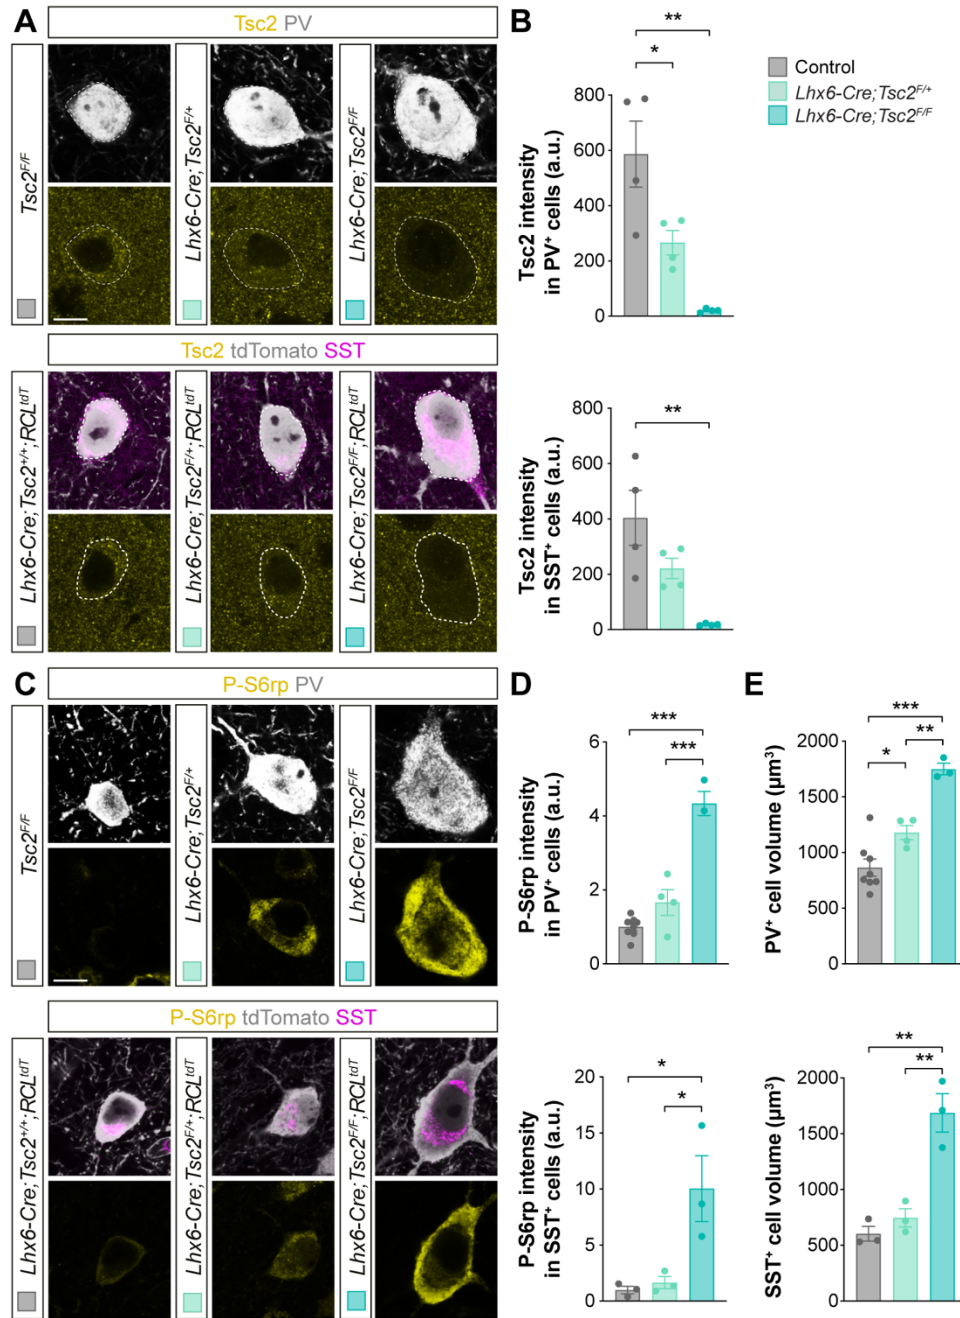

**Fig. S1. MGE/POA-derived interneurons exhibit abnormally increased mTOR activation in conditional *Tsc2* mutants.** (A), Confocal images illustrating the expression of Tsc2 (yellow) in PV<sup>+</sup> interneurons (grey) (top) and SST<sup>+</sup> (magenta) tdTomato<sup>+</sup> (grey) interneurons (bottom) from P18-21 control, heterozygous and homozygous conditional *Tsc2* mutants. (B) Quantification of Tsc2 staining intensity in PV<sup>+</sup> (top) and SST<sup>+</sup> (bottom) interneurons from control, heterozygous and homozygous conditional *Tsc2* mutants. (C) Confocal images illustrating phosphorylation of S6rp (P-S6rp, yellow) in PV<sup>+</sup> interneurons (grey) (top) and SST<sup>+</sup> (magenta) tdTomato<sup>+</sup> (grey) interneurons (bottom) from P18-21 control, heterozygous and homozygous conditional *Tsc2*

mutants. **(D)** Quantification of P-S6rp staining intensity in PV<sup>+</sup> (top) and SST<sup>+</sup> (bottom) interneurons from control, heterozygous and homozygous conditional *Tsc2* mutants. **(E)** Quantification of cell volume in PV<sup>+</sup> (top) and SST<sup>+</sup> (bottom) interneurons from control, heterozygous and homozygous conditional *Tsc2* mutants. One-way ANOVA followed by Tukey's multiple comparisons test: \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 (Tsc2 in PV<sup>+</sup> cells: control *n* = 81 cells from 4 mice; heterozygous, *n* = 80 cells from 4 mice; homozygous, *n* = 71 cells from 4 mice. Tsc2 in SST<sup>+</sup> cells: control *n* = 69 cells from 4 mice; heterozygous, *n* = 70 cells from 4 mice; homozygous, *n* = 81 cells from 4 mice. P-S6rp in PV<sup>+</sup> cells: control *n* = 313 cells from 8 mice; heterozygous, *n* = 125 cells from 4 mice; homozygous, *n* = 104 cells from 3 mice. P-S6rp in SST<sup>+</sup> cells: control, *n* = 61 cells from 3 mice; heterozygous, *n* = 75 cells from 3 mice; homozygous, *n* = 61 cells from 3 mice). Data are mean ± s.e.m. Scale bar, 10 μm.

(control  $n = 3$  mice; heterozygous,  $n = 3$  mice; homozygous,  $n = 3$  mice). Data are mean  $\pm$  s.e.m.  
Scale bar, 100  $\mu\text{m}$ .

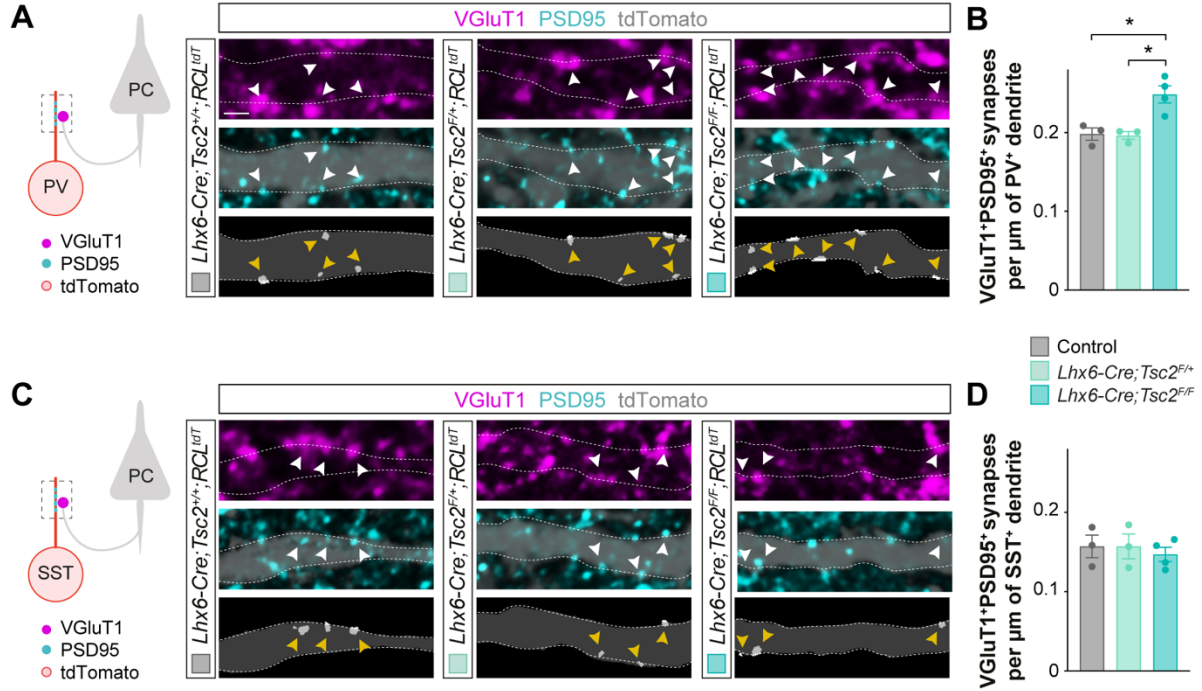

**Fig. S3. Conditional deletion of *Tsc2* from PV<sup>+</sup> and SST<sup>+</sup> interneurons differentially impact excitatory inputs received by the dendrites of these cells.** (A) Schematic of synaptic markers analyzed (left). Confocal images (top) and binary images (bottom) illustrating presynaptic VGlut1<sup>+</sup> puncta (magenta) and postsynaptic PSD95<sup>+</sup> clusters (cyan) on PV<sup>+</sup> tdTomato<sup>+</sup> (grey) dendrites from P18-21 control, heterozygous and homozygous conditional *Tsc2* mutants. (B) Quantification of the density of VGlut1<sup>+</sup>PSD95<sup>+</sup> synapses contacting PV<sup>+</sup> dendrites (control,  $n = 59$  dendrites from 3 mice; heterozygous,  $n = 56$  dendrites from 3 mice; homozygous,  $n = 77$  dendrites from 4 mice). (C) Schematic of synaptic markers analyzed (left). Confocal images (top) and binary images (bottom) illustrating presynaptic VGlut1<sup>+</sup> puncta (magenta) and postsynaptic PSD95<sup>+</sup> clusters (cyan) on SST<sup>+</sup> tdTomato<sup>+</sup> (grey) dendrites from P18-21 control, heterozygous and homozygous conditional *Tsc2* mutants. (D) Quantification (right) of the density of VGlut1<sup>+</sup>PSD95<sup>+</sup> synapses contacting SST<sup>+</sup> dendrites (control,  $n = 55$  dendrites from 3 mice; heterozygous,  $n = 61$  dendrites from 3 mice; homozygous,  $n = 71$  cells from 4 mice). One-way ANOVA followed by Tukey's multiple comparisons test: \* $P < 0.05$ . Data are mean  $\pm$  s.e.m. Scale bar, 1  $\mu\text{m}$ .

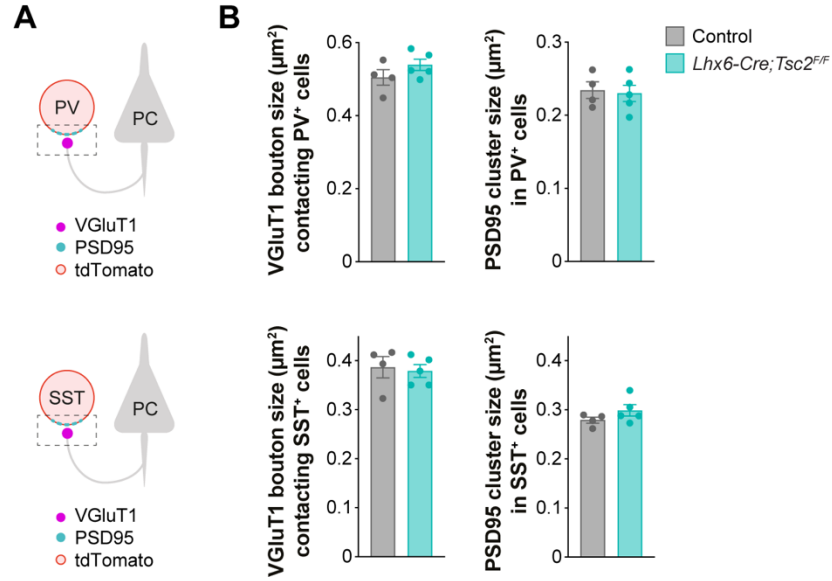

**Fig. S4. Conditional deletion of *Tsc2* from PV<sup>+</sup> and SST<sup>+</sup> interneurons does not seem to impact synaptic size.** (A) Schematic of synaptic markers analyzed (left). Quantification of the size of VGlut1<sup>+</sup> boutons (middle) and PSD95<sup>+</sup> clusters (right) on PV<sup>+</sup> cells from P18-21 control and homozygous conditional *Tsc2* mutants (control,  $n = 106$  cells from 4 mice; homozygous,  $n = 131$  cells from 5 mice). (B) Schematic of synaptic markers analyzed (left). Quantification of the size of VGlut1<sup>+</sup> boutons (middle) and PSD95<sup>+</sup> clusters (right) on SST<sup>+</sup> cells from P18-21 control and homozygous conditional *Tsc2* mutants (control,  $n = 57$  cells from 4 mice; homozygous,  $n = 56$  cells from 5 mice). Two-tailed Student's unpaired t-test. Data are mean  $\pm$  s.e.m.

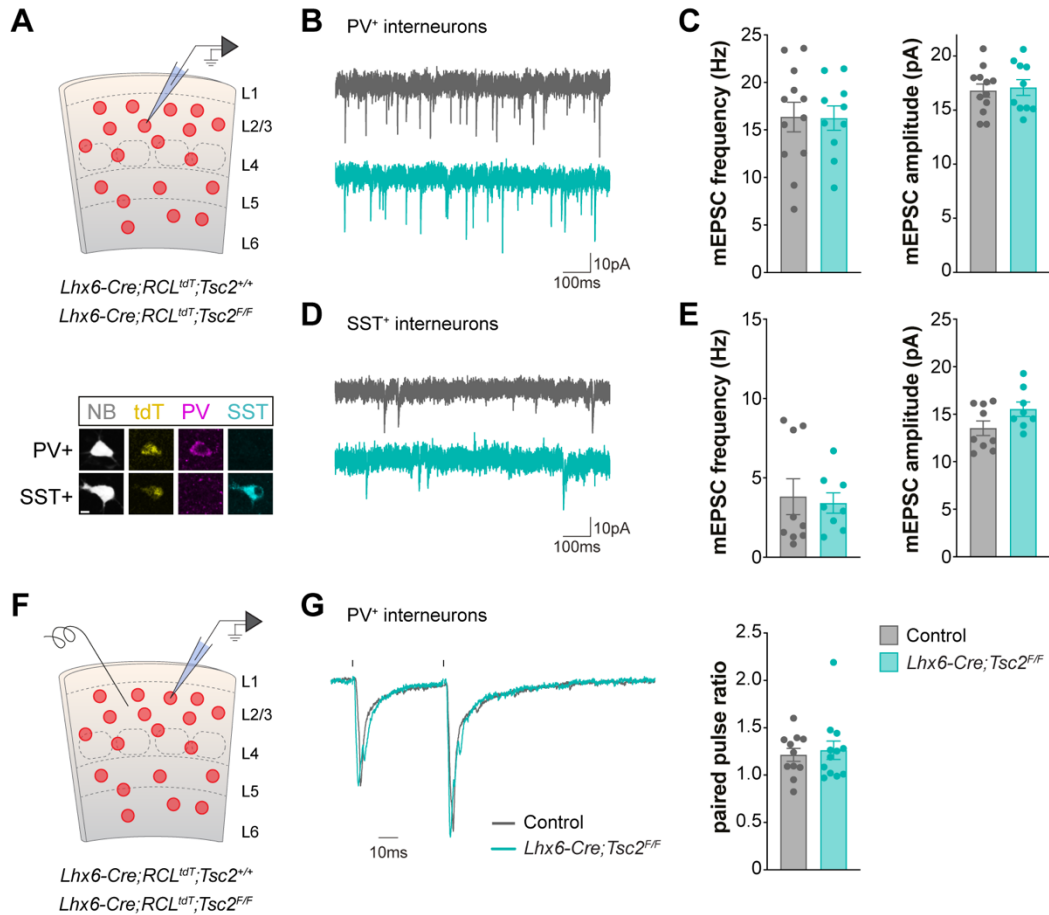

**Fig. S5. Conditional deletion of *Tsc2* from PV<sup>+</sup> and SST<sup>+</sup> interneurons does not increase the functional excitatory synapses received by these cells.** (A) Schematic of experimental design (top) and post-recording labelling of neurobiotin (NB, grey) -filled tdTomato<sup>+</sup> (yellow) cells with PV (magenta) and SST (cyan) (bottom). (B) Example traces of mEPSCs recorded from PV<sup>+</sup> interneurons from P18-21 control and homozygous conditional *Tsc2* mutants. (C) Quantification of the frequency (left) and amplitude (right) of mEPSCs from PV<sup>+</sup> interneurons (control, *n* = 12 cells from 7 mice; homozygous, *n* = 10 cells from 4 mice). (D) Example traces of mEPSCs recorded from SST<sup>+</sup> interneurons from P18-21 control and homozygous conditional *Tsc2* mutants. (E) Quantification of the frequency (left) and amplitude (right) of mEPSCs from SST<sup>+</sup> interneurons (control, *n* = 9 cells from 6 mice; homozygous, *n* = 8 cells from 4 mice). (F) Schematic of experimental design. (G) Example traces with stimulation indicated above the trace (left) and quantification (right) of the paired-pulse ratio of eEPSCs from PV<sup>+</sup> interneurons in control and homozygous conditional *Tsc2* mutants (control, *n* = 11 cells from 7 mice; homozygous, *n* = 12 cells from 6 mice). Two-tailed Student's unpaired t-test or Mann-Whitney test. Data are mean ± s.e.m.

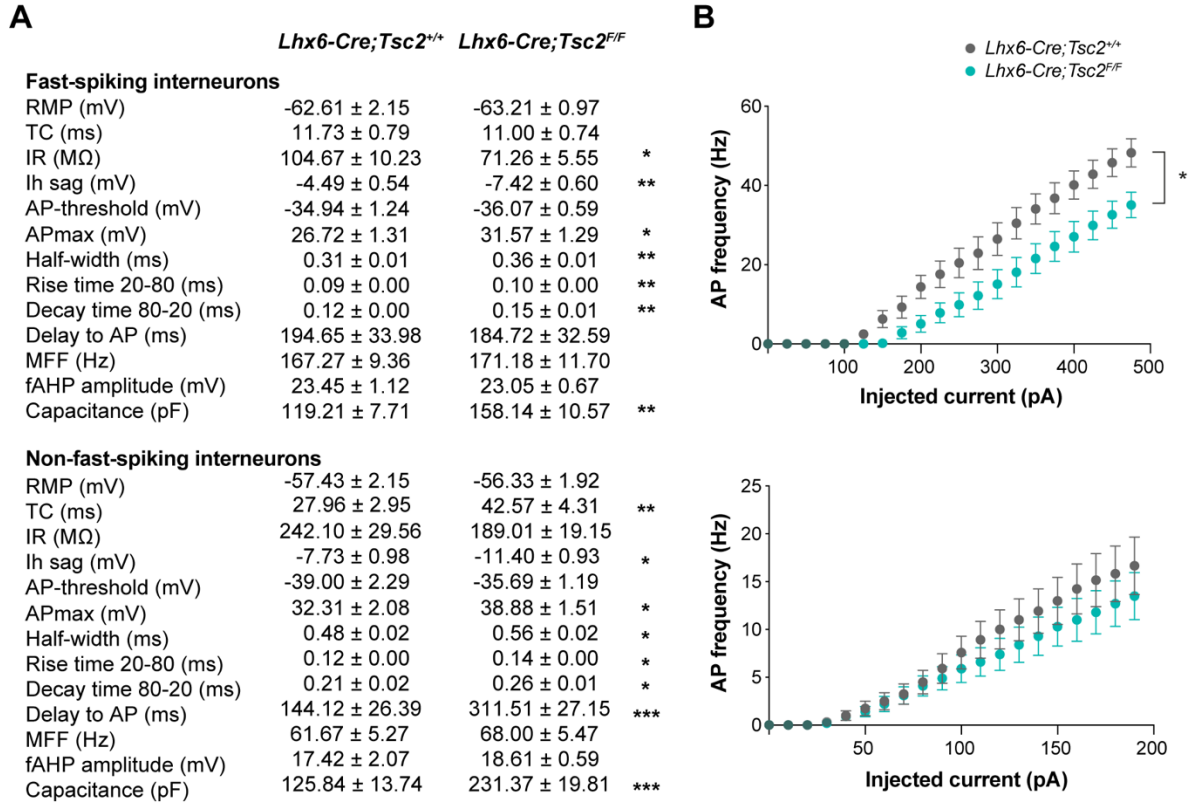

**Fig. S6. Intrinsic properties of MGE/POA-derived interneurons in conditional *Tsc2* mutants.**

(A) Intrinsic electrophysiological properties of fast-spiking (top, putative PV<sup>+</sup> interneurons) and non-fast-spiking (bottom, putative SST<sup>+</sup> interneurons) interneurons from P18-21 control and homozygous conditional *Tsc2* mutants. RMP: resting membrane potential, TC: time constant, IR: input resistance, AP: action potential, MFF: maximum firing frequency, fAHP: fast afterhyperpolarization. (B) Excitability curves showing the spike frequency of fast-spiking (top) and non-fast-spiking (bottom) interneurons from P21 control and homozygous conditional *Tsc2* mutants in response to current injections. Two-way ANOVA with repeated measures: \*P < 0.05 (fast-spiking interneurons: control, *n* = 15 cells from 8 mice; homozygous, *n* = 11 cells from 4 mice. Non-fast-spiking interneurons: control, *n* = 12 cells from 6 mice; homozygous, *n* = 10 cells from 4 mice). Data are mean ± s.e.m.

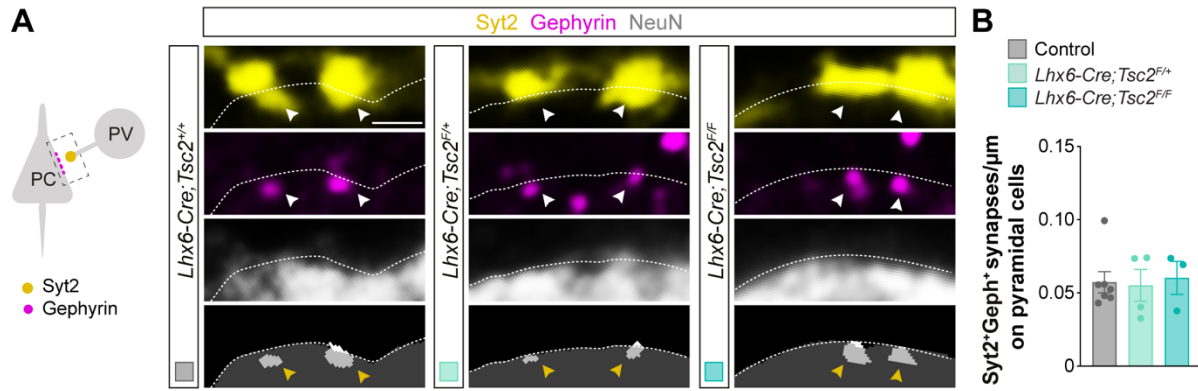

**Fig. S7. *Tsc2* deletion does not affect the synaptic output of PV<sup>+</sup> basket interneurons. (A)** Schematic of synaptic markers analyzed (left). Confocal images (top) and binary images (bottom) illustrating presynaptic Syt2<sup>+</sup> puncta (yellow) and postsynaptic Gephyrin<sup>+</sup> clusters (magenta) in NeuN<sup>+</sup> pyramidal cells (grey) from P18-21 control, heterozygous and homozygous conditional *Tsc2* mutants (right). **(B)** Quantification of the density of Syt2<sup>+</sup>Gephyrin<sup>+</sup> synapses contacting pyramidal cells (control, *n* = 112 cells from 7 mice; heterozygous, *n* = 71 cells from 4 mice; homozygous, *n* = 36 cells from 3 mice). Kruskal-Wallis followed by Dunn's multiple comparisons test. Data are mean ± s.e.m. Scale bar, 1 μm.

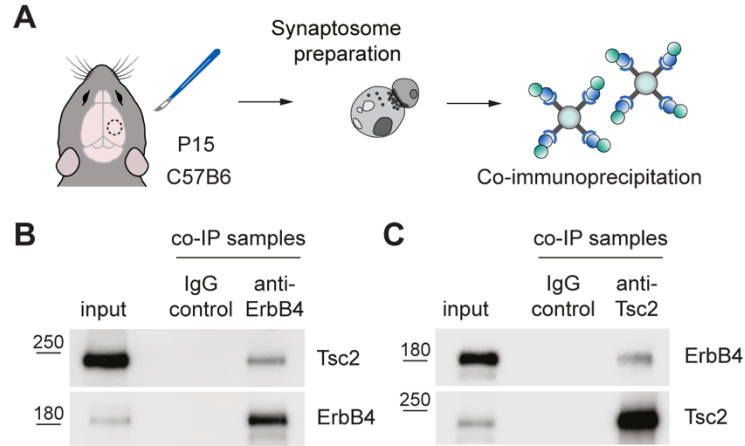

**Fig. S8. ErbB4 and Tsc2 associate at the synapse at the time of synaptogenesis.** (A) Schematic of experimental design. (B) Western blot for Tsc2 and ErbB4 of anti-ErbB4 co-immunoprecipitation samples from cortical synaptosomes from P15 C57B6 mice ( $n = 3$  independent co-immunoprecipitation experiments). (C) Western blot for Tsc2 and ErbB4 of anti-Tsc2 co-immunoprecipitation samples from cortical synaptosomes from P15 C57B6 mice ( $n = 3$  independent co-immunoprecipitation experiments).

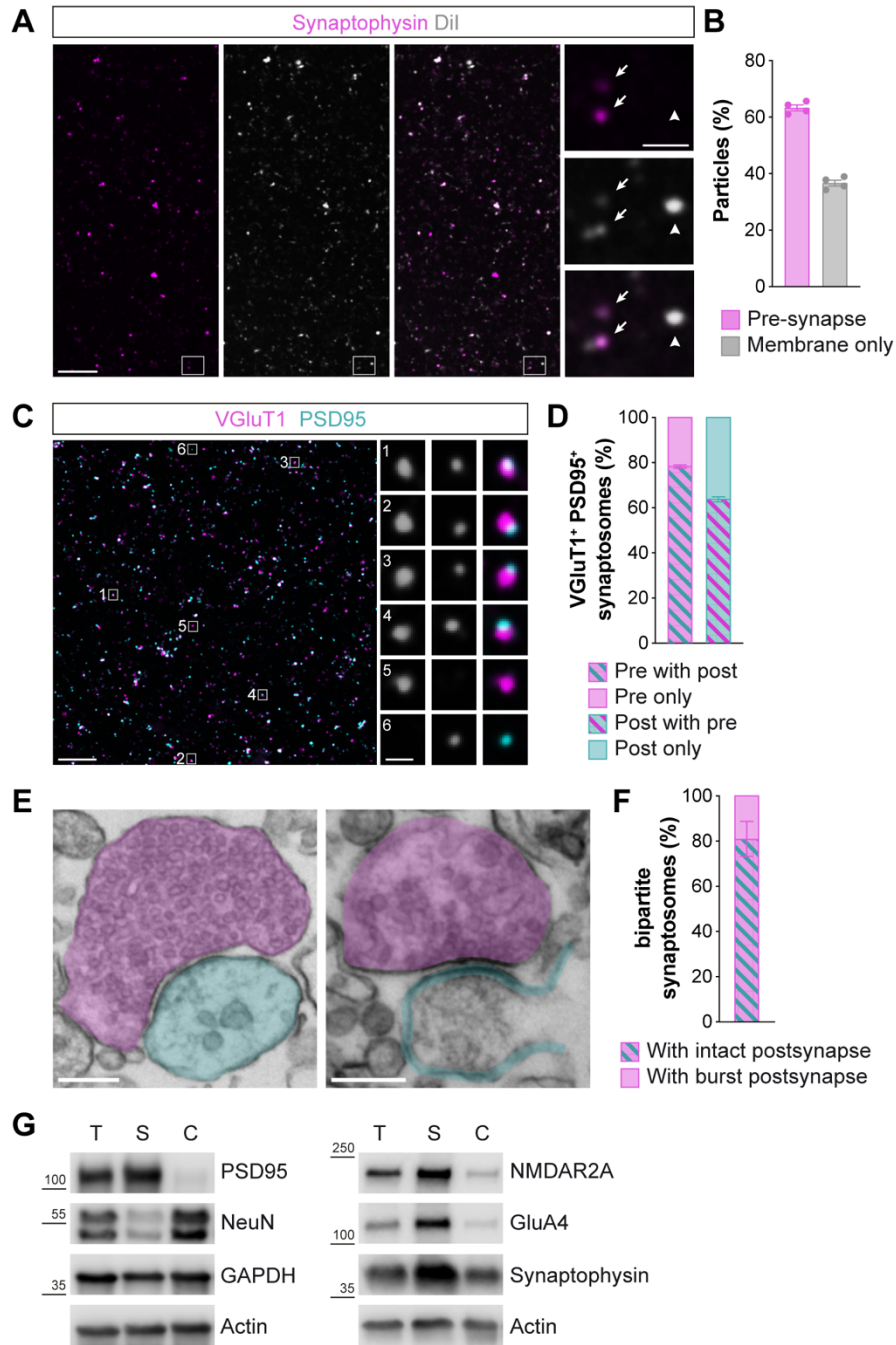

**Fig. S9. Evaluation of the quality of synaptosome preparations.** (A) Confocal images illustrating synaptosome preparations from P21 C57B6 mice stained with DiI (grey) and immunohistochemistry against Synaptophysin<sup>+</sup> (magenta). In insets (right), arrows indicate Synaptophysin<sup>+</sup>DiI<sup>+</sup> pre-synaptic particles, and arrowheads indicate Synaptophysin-DiI<sup>+</sup> membrane contaminants, including residual postsynapses. (B) Percentage of particles corresponding to pre-synapse or membrane contaminant. Pre-synaptic particles include Synaptophysin<sup>+</sup>DiI<sup>-</sup> synaptosomes ( $n = 20$  fields of view from 4 mice). (C) Confocal images illustrating VGlut1<sup>+</sup> (magenta) PSD95<sup>+</sup> (cyan) synaptosomes from P21 C57B6 mice. Insets (right)

show single-channel images for VGluT1 (left, grey), PSD95 (middle, grey) and merge images (right) of examples of bipartite (1-4), pre-only (5) and post-only (6) synaptosomes. **(D)** Percentages of VGluT1<sup>+</sup>PSD95<sup>+</sup> synaptosomes that are bipartite, pre-only or post-only ( $n = 23,132$  synaptosomes from 4 mice). **(E)** Transmission Electron Microscopy (TEM) images illustrating synaptosomes from P21 C57B6 mice. Presynapses are highlighted in magenta and postsynapses in cyan, with examples of intact (left) and burst (right) postsynapses. **(F)** Percentages of bipartite synaptosomes with intact membrane-enclosed or burst postsynaptic side ( $n = 416$  bipartite synaptosomes from 2 electron micrographs from 4 mice). **(G)** Western blot for presynaptic (synaptophysin), postsynaptic (PSD95, NMDAR2A, GluA4), cytosolic (GAPDH, NeuN) and ubiquitous (actin) proteins in total homogenates (T), synaptic (S) and cytosolic (C) fractions from P21 C57B6 mice. Data are mean  $\pm$  s.e.m. Scale bar, (A) 10  $\mu$ m and 2  $\mu$ m (insets), (C) 10  $\mu$ m and 1  $\mu$ m (insets), (E) 200 nm.

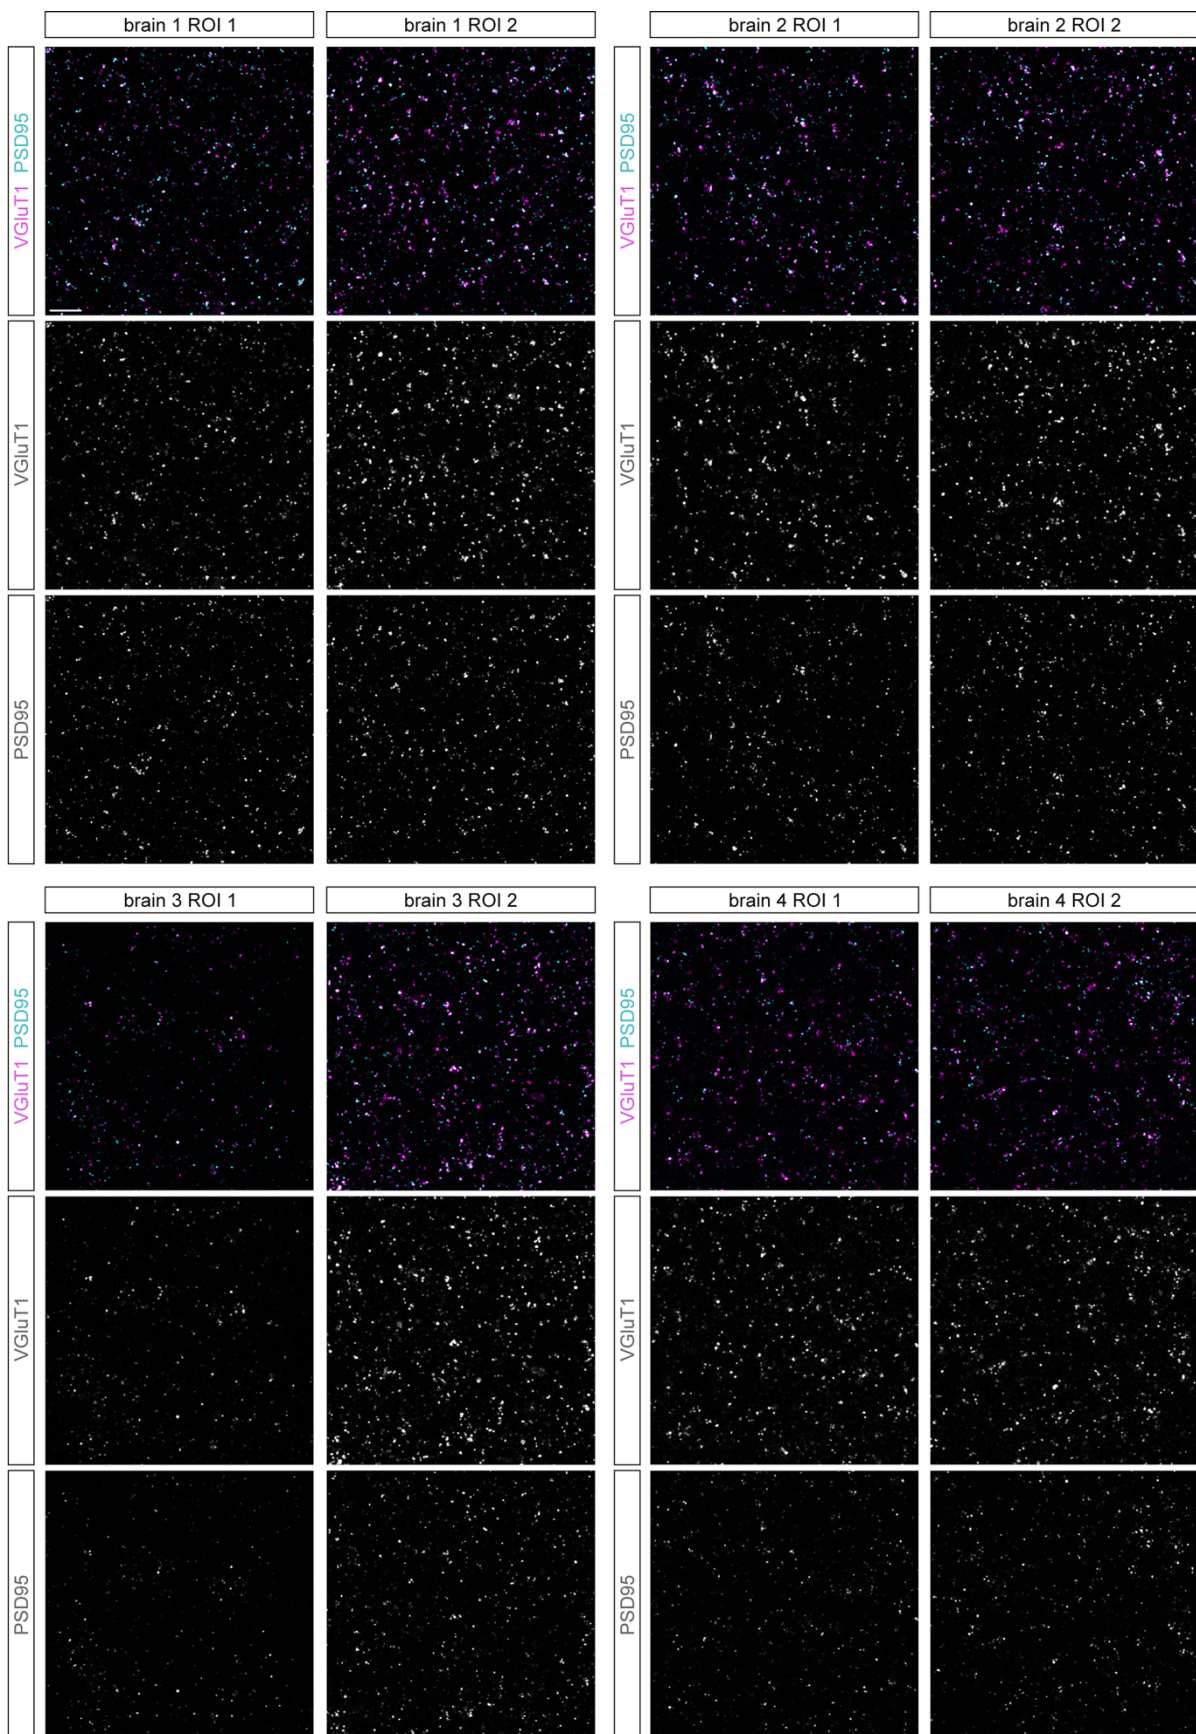

**Fig. S10. Examples of confocal images used to quantify VGluT1 and PSD95 immunofluorescence in synaptosomes.** P21 synaptosomes from C57B6 mice were plated, stained, and imaged using a confocal microscope. Individual black and white images are provided for each channel, and a merged image with VGluT1 in magenta and PSD95 in cyan. Scale bar, 10  $\mu\text{m}$ .

ROI 1

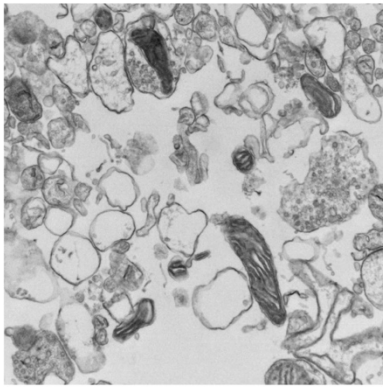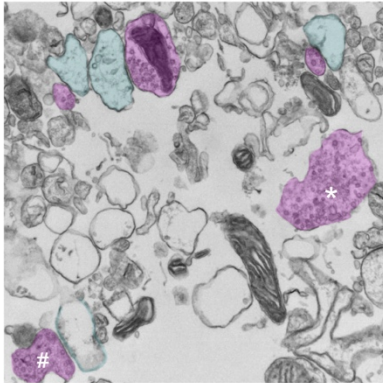

ROI 2

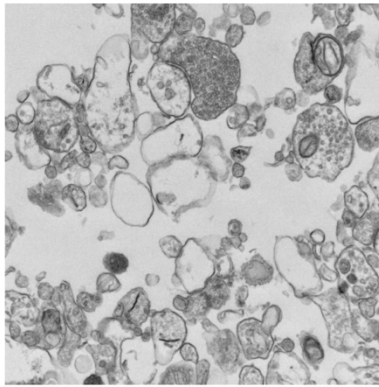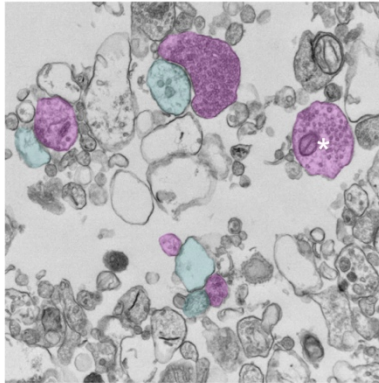

ROI 3

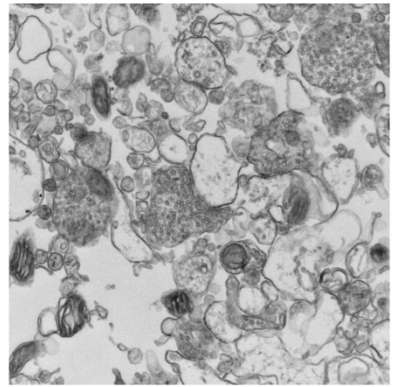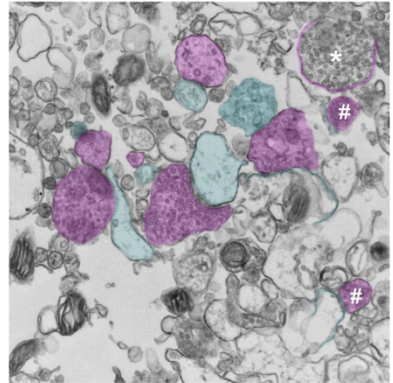

ROI 4

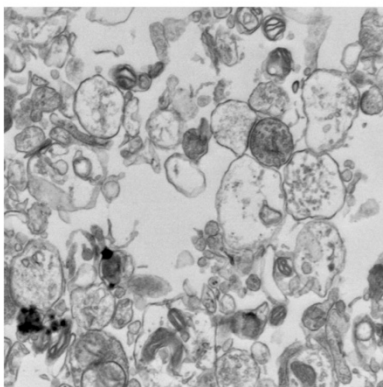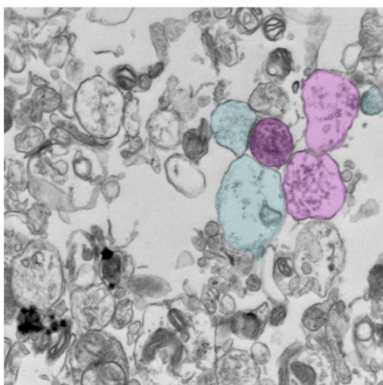

ROI 5

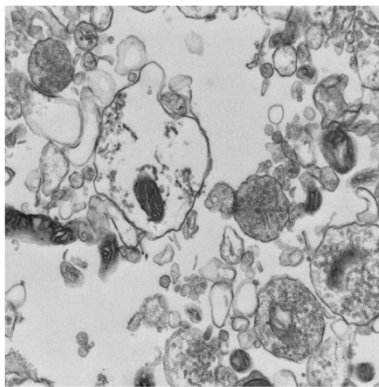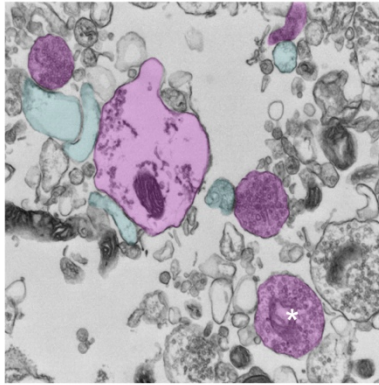

ROI 6

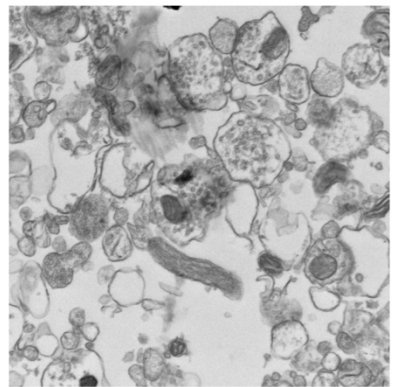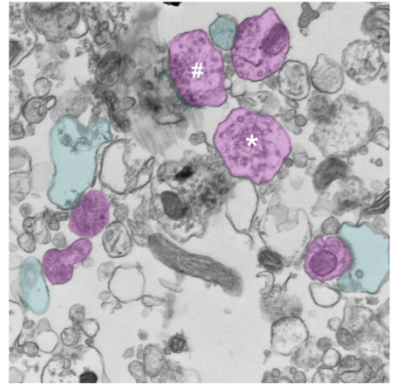

**Fig. S11. Examples of TEM micrographs used to quantify bipartite synaptosomes.** Examples of TEM images used to quantify intact and burst postsynapses in synaptosomes obtained from P21 C57B6 mice. Synaptosomes were identified by the presence of a presynaptic terminal with synaptic vesicles. The coloured images highlight presynapses in magenta and postsynapses in cyan. (\*) indicates presynapses without an obvious postsynapse on the plane analysed; (#) indicates presynapses with a burst postsynapse. Scale bar, 500 nm.

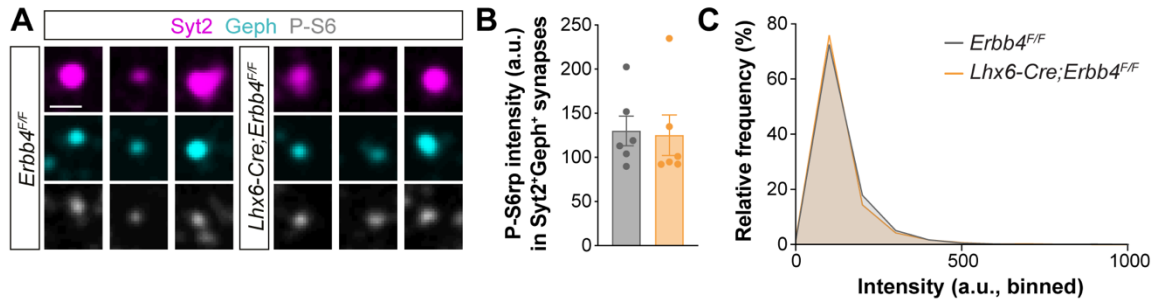

**Fig. S12. *Erbb4* deletion does not affect the phosphorylation of S6rp in PV<sup>+</sup> output synapses.** (A) Confocal images illustrating phosphorylation of S6rp (P-S6rp, grey) in Syt2<sup>+</sup> (magenta) Geph<sup>+</sup> (cyan) synaptosomes from P21 homozygous *Erbb4* mice and their control littermates. (B) Quantification of P-S6rp staining intensity in Syt2<sup>+</sup>Geph<sup>+</sup> synaptosomes. (C) Relative frequency distribution of P-S6rp staining intensity in Syt2<sup>+</sup>Geph<sup>+</sup> synaptosomes (control,  $n = 5,327$  synaptosomes from 6 mice, homozygous,  $n = 5,072$  synaptosomes from 6 mice). Mann-Whitney test. Data are mean  $\pm$  s.e.m. Scale bar, 1  $\mu$ m.

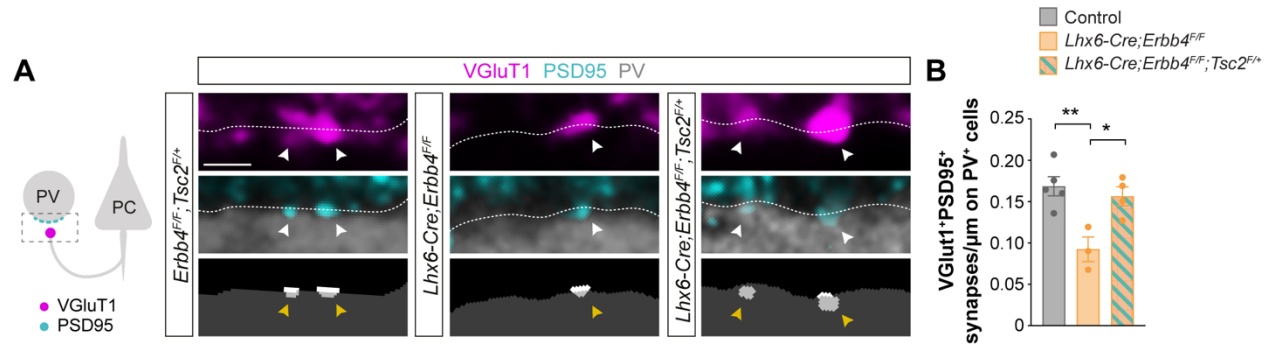

**Fig. S13. *Tsc2* deletion rescues synaptic loss in *Erbb4* conditional mutants.** (A) Schematic of synaptic markers analyzed (left). Confocal images (top) and binary images (bottom) illustrating presynaptic VGluT1<sup>+</sup> puncta (magenta) and postsynaptic PSD95<sup>+</sup> clusters (cyan) in PV<sup>+</sup> interneurons (grey) from P21 *Lhx6-Cre;Erbb4<sup>F/F</sup>;Tsc2<sup>F/+</sup>* mice, *Lhx6-Cre;Erbb4<sup>F/F</sup>* and their control littermates. (B) Quantification of the density of VGluT1<sup>+</sup>PSD95<sup>+</sup> synapses contacting PV<sup>+</sup> interneurons (control,  $n = 124$  cells from 5 mice; *Lhx6-Cre;Erbb4<sup>F/F</sup>*,  $n = 67$  cells from 3 mice; *Lhx6-Cre;Erbb4<sup>F/F</sup>;Tsc2<sup>F/+</sup>*,  $n = 85$  cells from 4 mice). ANOVA followed by Tukey's multiple comparisons test: \*P < 0.05, \*\*P < 0.01. Data are mean  $\pm$  s.e.m. Scale bar, 1  $\mu$ m.

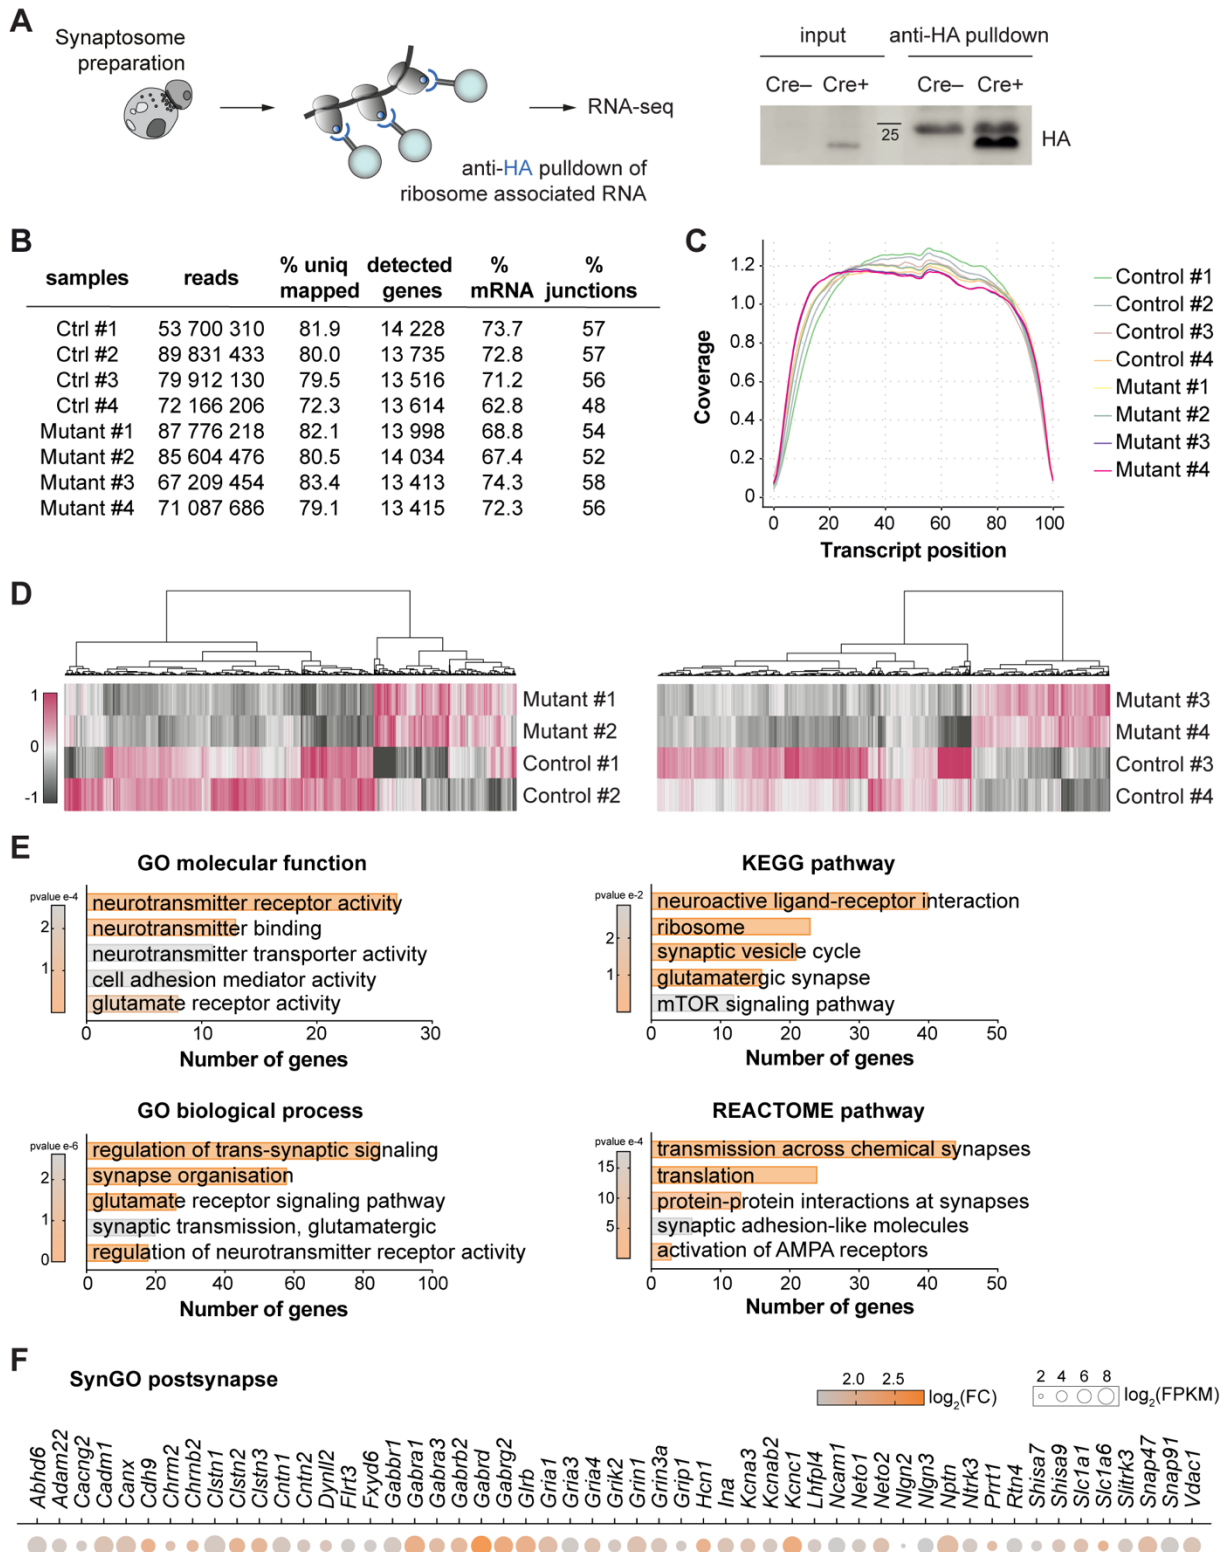

**Fig. S14. RNA sequencing data and gene ontology analysis of downregulated genes in *ErbB4* conditional mutants.** (A) Schematic of experimental design (left). Western blot for HA of anti-HA pulldown samples from cortical synaptosomes from P15 *Lhx6-Cre;Rpl22<sup>HA/HA</sup>* mice ( $n = 2$

independent co-immunoprecipitation experiments) (right). Note that the top band present in both Cre<sup>-</sup> and Cre<sup>+</sup> anti-HA pulldown samples corresponds to IgGs from the pulldown antibodies. **(B)** FastQC analysis of RNA sequencing data for each replicate, showing the total number of reads, % of reads uniquely mapped to the reference genome, number of detected genes, % of mRNA representation and % of reads mapped to exon-exon junctions. **(C)** 5' to 3' coverage plot showing the percentage of read bases across the transcript length. **(D)** Heatmaps showing significantly differentially expressed genes from two RNA sequencing batches from P15 *Lhx6-Cre;Erbb4<sup>F/F</sup>;Rpl22<sup>HA/HA</sup>* (conditional *Erbb4* mutants) cortical synaptosomes compared to *Lhx6-Cre;Erbb4<sup>+/+</sup>;Rpl22<sup>HA/HA</sup>* controls. Heatmap values are Deseq2 normalized counts. **(E)** Selected Gene Ontology (GO) terms, REACTOME and KEGG pathways significantly enriched in the dataset of downregulated genes in *Erbb4* mutants compared to controls. **(F)** Heatmap illustrating both control FPKM values and fold-change in conditional *Erbb4* mutants for genes from “postsynaptic specialization” and “postsynaptic membrane” SynGO categories.

**Fig. S15. Autism-associated genes from the SFARI Gene database are enriched among genes downregulated in *ErbB4* conditional mutants.** (A) Venn diagram illustrating the overlap between genes downregulated in *ErbB4* conditional mutants and highly-reported genes from the SFARI Gene database (1.58-fold enrichment). Fisher's exact test  $P=1.51 \times 10^{-2}$ . (B) List of highly-reported SFARI genes downregulated in *ErbB4* conditional mutants (SFARI Gene scoring: S, syndromic; 1, high confidence; 2, strong candidate).

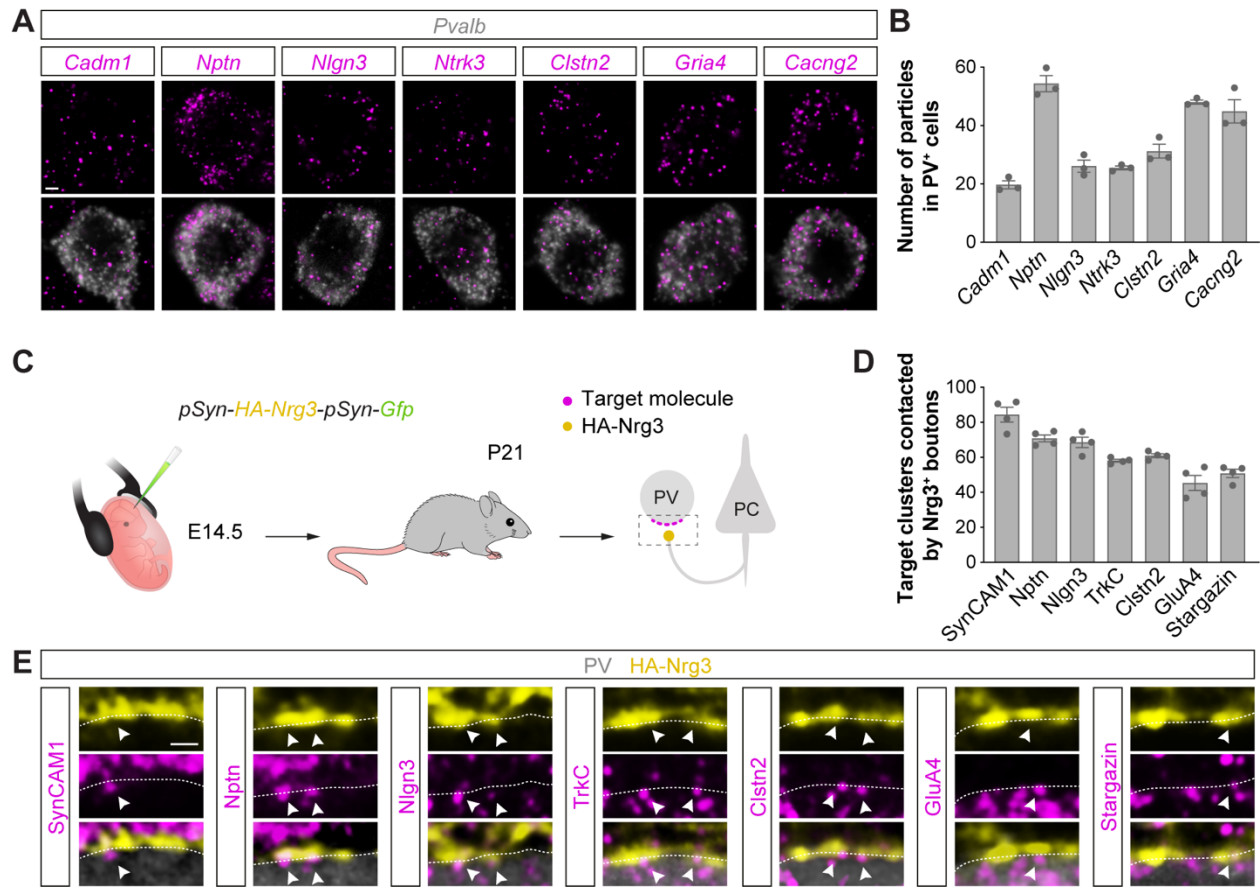

**Fig. S16. ErbB4 targets are expressed in developing cortical PV<sup>+</sup> interneurons and are apposed to Nrg3<sup>+</sup> excitatory synapses innervating PV<sup>+</sup> cells.** (A) Confocal images of target mRNAs (magenta) and *Pvalb* mRNA (grey) from single-molecule fluorescent in situ hybridization in P15 C57B6 mice. (B) Number of mRNA particles per PV<sup>+</sup> cell soma. *Cadm1*,  $n = 60$  cells from 3 mice; *Nptn*,  $n = 66$  cells from 3 mice; *Nlgn3*,  $n = 60$  cells from 3 mice; *Ntrk3*,  $n = 60$  cells from 3 mice; *Clstn2*,  $n = 60$  cells from 3 mice; *Gria4*,  $n = 71$  cells from 3 mice; *Cacng2*,  $n = 66$  cells from 3 mice. (C) Schematic of experimental design. (D) Proportion of target protein clusters contacted by Nrg3<sup>+</sup> presynaptic boutons in PV<sup>+</sup> interneurons. SynCAM1,  $n = 26$  cells from 4 mice; Nptn,  $n = 26$  cells from 4 mice; Nlgn3,  $n = 26$  cells from 4 mice; TrkC,  $n = 26$  cells from 4 mice; Clstn2,  $n = 26$  cells from 4 mice; GluA4,  $n = 26$  cells from 4 mice; Stargazin,  $n = 24$  cells from 4 mice. (E) Confocal images illustrating protein clusters (magenta) for the 7 targets at the surface of PV<sup>+</sup> cell somas (grey), in close apposition to HA-Nrg3<sup>+</sup> presynaptic boutons (yellow) from pyramidal cells electroporated with the plasmid *pSyn-HA-Nrg3-pSyn-Gfp* at embryonic day E14.5. Data are mean  $\pm$  s.e.m. Scale bar, 3  $\mu$ m (A) and 1  $\mu$ m (E).

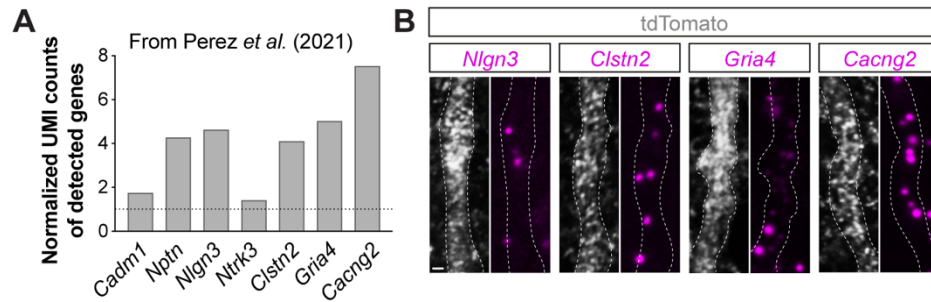

**Fig. S17. ErbB4 targets are present in dendrites of developing PV<sup>+</sup> interneurons.** (A) Normalized Unique Molecular Identifier (UMI) counts of target genes in dendrites of GABAergic neurons from DIV14 rat primary cultures from Supplementary File 3 of Ref. 24. (B) Confocal images of target mRNAs (magenta) in PV<sup>+</sup> tdT<sup>+</sup> (grey) dendrites from P15 *Lhx6-Cre;tdT* mice. Scale bar, 1  $\mu$ m.

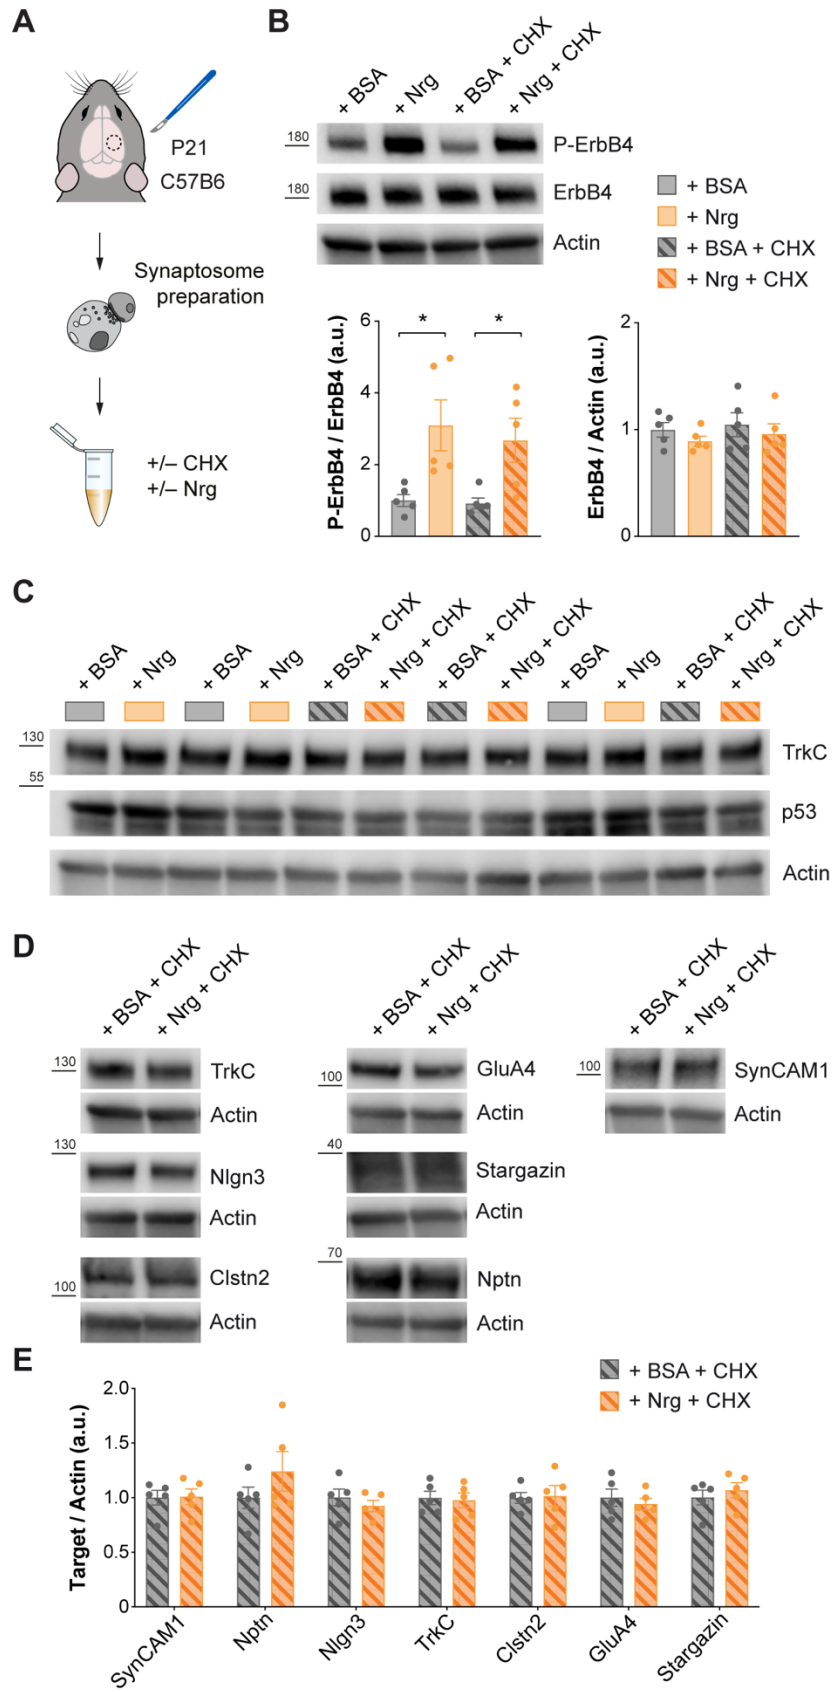

**Fig. S18. ErbB4 synaptic signaling regulates protein synthesis of synaptic proteins.** (A) Schematic of experimental design. (B) Phosphorylation and protein expression of ErbB4 and actin assessed by Western blot (top) of P21 cortical synaptic fractions treated with Neuregulin (+ Nrg) or control (+ BSA) with or without cycloheximide (+ CHX). Quantification of phosphorylation of ErbB4 normalized to its total expression (bottom left). Quantification of expression levels of ErbB4 normalized to actin (bottom right). One-way ANOVA followed by Tukey's multiple comparisons test or Kruskal-Wallis followed by Dunn's multiple comparisons test: \* $P < 0.05$  (all conditions,  $n = 5$  synaptosomes). (C) Example of a Western blot showing expression of proteins that are changed (TrkC) or not changed (p53) following treatment with Neuregulin (+ Nrg) or control (+ BSA) with or without cycloheximide (+ CHX). (D) Protein expression of SynCAM, Nptn, Nlgn3, TrkC, Clstn2, GluA4, Stargazin and actin assessed by Western blot of P21 cortical synaptic fractions treated with Neuregulin (+ Nrg) or control (+ BSA) following pretreatment with cycloheximide (+ CHX). (E) Quantification of expression levels of SynCAM, Nptn, Nlgn3, TrkC, Clstn2, GluA4 and Stargazin normalized to actin. Two-tailed Student's unpaired t-tests (all conditions,  $n = 5$  synaptosomes). Data are mean  $\pm$  s.e.m.

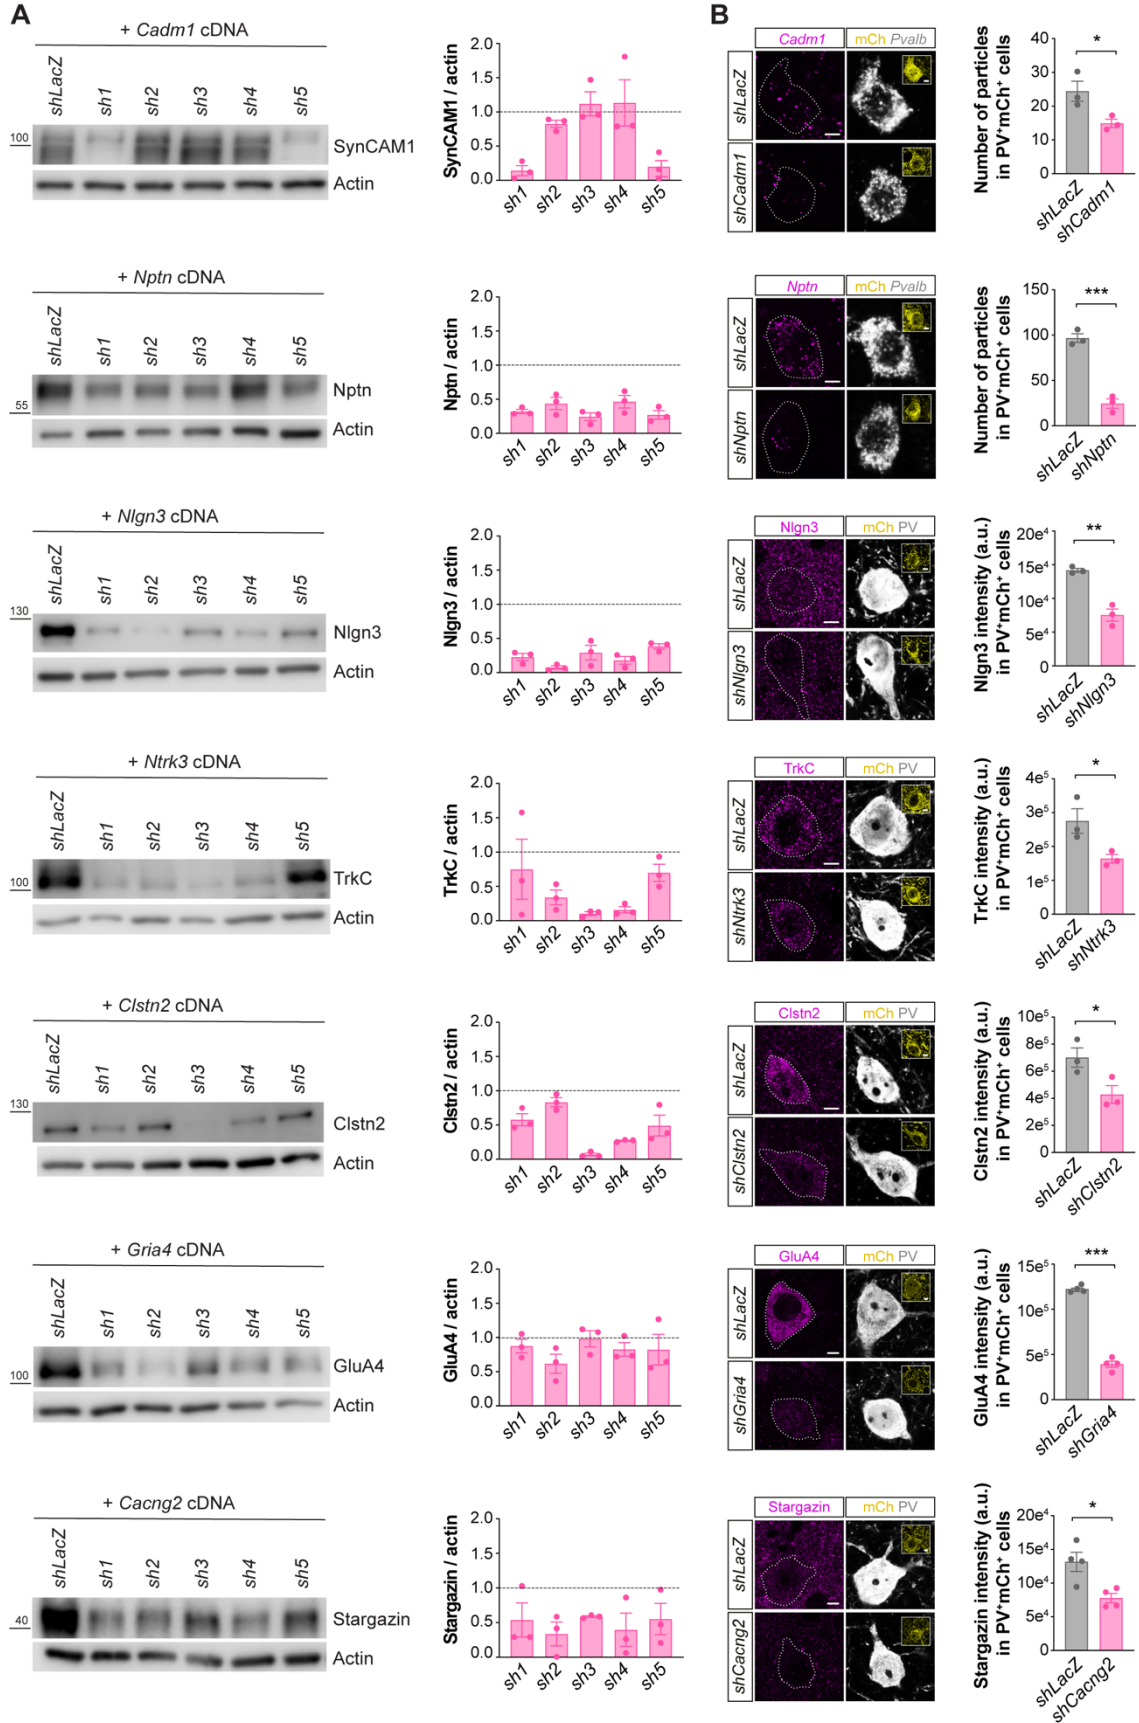

**Fig. S19. In vitro testing and in vivo validation of *shRNA* efficiency for downregulation of target targets.** (A) In vitro protein expression assessed by Western blot of HA-tagged constructs of the seven target targets from cells transfected with expression plasmids encoding the different targets and plasmids expressing *shRNAs* targeting the corresponding genes (left). Quantification of protein signal normalized to actin for each *shRNA*, relative to control transfections with a plasmid expressing a *LacZ*-targeting *shRNA* ( $n = 3$  wells for each *shRNA*) (right). (B) Confocal images illustrating the knockdown of target RNAs (for *Cadm1* and *Nptn*) or target proteins (for Nlgn3, TrkC, Clstn2, GluA4 and Stargazin) in mCh<sup>+</sup> (yellow) PV<sup>+</sup> (grey) cells from P21 *Lhx6-Cre* mice injected with viruses expressing *shRNAs* targeting the genes of interest or with a control virus (*shLacZ*) (left). Quantification of RNA particles (for *Cadm1* and *Nptn*) or target protein staining intensity (for Nlgn3, TrkC, Clstn2, GluA4 and Stargazin) in mCh<sup>+</sup> PV<sup>+</sup> interneurons in knockdown and control mice (right). Two-tailed Student's unpaired t-tests: \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  (*shCadm1*:  $n = 38$  cells from 3 mice, *shLacZ*:  $n = 41$  cells from 3 mice; *shNptn*:  $n = 46$  cells from 3 mice, *shLacZ*:  $n = 55$  cells from 3 mice; *shNlgn3*:  $n = 59$  cells from 3 mice, *shLacZ*:  $n = 44$  cells from 3 mice; *shNtrk3*:  $n = 52$  cells from 3 mice, *shLacZ*:  $n = 62$  cells from 3 mice; *shClstn2*:  $n = 58$  cells from 3 mice, *shLacZ*:  $n = 70$  cells from 3 mice; *shGluA4*:  $n = 74$  cells from 4 mice, *shLacZ*:  $n = 74$  cells from 4 mice; *shCacng2*:  $n = 102$  cells from 4 mice, *shLacZ*:  $n = 77$  cells from 4 mice). Data are mean  $\pm$  s.e.m. Scale bar, 5  $\mu$ m.

**Table S1.** Summary of data and statistical analyses.

How the deposited data were processed for this re-analysis (not part of the article)

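RNA bound to HA-tagged ribosomes of MGE/POA-derived interneurons was sequenced from cortical synaptosomes at postnatal day 15, in 4 control and 4 Erbb4 conditional mutant libraries. Conditions and replicate numbers were taken from the sample labels and the paper's methods. All 8 columns of the deposited table were matched to a sample by name.

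The values used here are a signal that the authors deposited as normalized counts. The authors aligned reads with STAR to mm10, counted those on constitutive regions of each gene of the Mouse Fast DB annotation and divided them by 1 DESeq2 size factor per library. The table keeps each library apart and is not filtered on expression. Each library's values were divided by its smallest value above 0 to recover whole reads, which held for 100% of the values. Total reads per library ran from 51010687 to 80226984, so the spread between libraries, more than counting error, limits precision.

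Genes with a mean normalized count of at least 10 in at least 1 genotype were tested with limma 3.58.1 (lmFit and eBayes with trend) on log2(normalized count + 1), in R 4.3.3, with no covariate. P-values were adjusted by the Benjamini-Hochberg method. Calls used the paper's thresholds, an unadjusted p of at most 0.05 and a fold change of at least 1.5. Count tests on the recovered reads with edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 were alternatives. Gene lists were described by the percentile of their median among 10000 random lists matched on mean expression in 20 bins, and tested with limma's camera. Camera used its preset correlation between genes, so its p-values may be too small where genes of a list move together across libraries. Reactome pathways came from the list bundled with fgsea 1.28.0. Length and GC content were those of each gene's longest GENCODE transcript, matched by symbol for 16594 of the 31171 genes tested.

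The procedure was tested on simulated counts drawn from the means, depths and dispersions of these libraries, with 200 genes changed 3-fold. Genes were drawn independently, so deviations shared by many genes of a library were not simulated. Limma called 83.5% of the changed genes, edgeR 84.5% and DESeq2 89%, among 29928 genes tested. Of the unchanged genes, 4 passed an adjusted p of 0.05 with limma and 86 with DESeq2.

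The genes named are Erbb4, Tsc2, Rpl22 and Lhx6, those in the paper's text, Fig. 3E and fig. S14F, and those of marker panels. Added to these were the 5 lowest log2 fold changes among genes with an adjusted p under 0.05 and no overlap between genotypes. The highest were to be added too, but 0 genes were higher at that adjusted p. Gm14325 and Gm14326 were named later, as genes of the chromosome 2 stretch. Main tests, panels, families and most alternatives were fixed before the data were examined. While the data were explored, 40 combinations of filter, model, covariate and library set were fitted, and the share of called genes that were lower ran from 41.5% to 74.7% among them, with a median of 57.7%. Some of them used a division of the libraries into 2 sets that was first taken from the order of the columns, which no label supports. It was afterwards scored against the other divisions of the same kind, 18 in all, by how libraries deviate together within genotypes, and scored highest (0.15, against 0.04 for the next). None of these combinations replaced the fit fixed beforehand. No library was assigned to a sequencing batch. The enrichment among autism-associated genes, Gene Ontology and SynGO were not analysed here.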

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

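The tests in this part were chosen after the results were seen. Of 50 groups of 4 libraries looked at, 2 had 1 library far from the other 3, where chance gives 2.5, so the pair below is what chance gives.

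Cacng2 had 2738 normalized counts in mutant replicate 3, against 1816 to 1943 in the other mutants. No technical or biological explanation was tested for this library. The 2210418O10Rik // Gm14296 locus had 0.99 normalized counts, which is 1 read, in mutant replicate 5 and 0 in the other mutants, so this distance is a single read.

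Outside the genes the paper discusses, 7 of the 14 genes with an adjusted p under 0.05 from limma lie in 1 stretch of chromosome 2, among 28 genes tested from 175016729 to 177957288 of mm10 (two-sided Fisher's exact test, p = 7.1e-19). Of those 28 genes, 17 were called lower and 0 higher. Zfp971, another of the 14, starts just past this stretch, at 178023283. The region was chosen after these genes were seen, so the p-value describes their clustering and is no independent test. The locus 2210418O10Rik // Gm14296 (176226565 to 176261872) had 1861 ± 364 normalized counts (SD, n = 4) in controls. Gm14295 (501 ± 241 normalized counts in controls, SD, n = 4), Gm14403 and Zfp971 were listed at 0 in all 4 mutants, while every control, the library labelled control replicate 1 included, had at least 86 reads of each. Mutants kept low values of other genes of this stretch, with mutant means of 33.1 normalized counts for Gm14326 and 31.6 for Gm14325 against control means of 657 and 741. A candidate explanation is a DNA difference between the control and mutant lines at this locus, through strain background. No sequence was examined, and a strain difference cannot be told apart from regulation here. Genes of this stretch may also share reads as copies of each other, which was not tested.

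A related explanation, DNA carried with the floxed Erbb4 allele, was examined in the 266 tested genes within 10 Mb of Erbb4. Of these, 1 had an adjusted p under 0.05 from limma, an unnamed gene at 66793645 to 66796300 singled out after its values were seen. This is a larger share than among the other genes (odds ratio 8.96), but the two-sided Fisher's exact test gave p = 0.11 and did not pass 0.05. It rests on 1 gene and has little power. At the paper's thresholds 40 of the 266 were called, 15 lower and 25 higher, or 15.0% against 7.08% of the genes elsewhere, a comparison made after the calls were seen. The explanation remains open.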

How the results depend on the processing

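The alternatives in this part were set before the data were examined, except those in its last paragraph. In each of these, 1 choice changed and the rest were kept, and the cause of a change was not tested. The fit reported at the claims gave 2229 called genes, of which 44.3% were lower, with 14 genes lower and 0 higher at an adjusted p of 0.05 from limma (1175 lower and 1421 higher at an unadjusted p under 0.05). The log2 fold change of Erbb4 stayed below 0 in every alternative of this part, from -1.68 to -0.82, and so did the median of the 24 genes of Fig. 3E, from -0.73 to -0.41. With 1 of 14 marker panels at a time as a covariate, outside these alternatives, that median ran from -1.07 to 0.09. A pseudocount of 0.1 gave a Transmission odds ratio of 1.67. A pseudocount of 10 gave 1 higher at adjusted p. No filter on low values gave 1 higher at adjusted p and a Transmission odds ratio of 1.80. A mean of at least 100 gave 50.5% of calls lower and 7 lower at adjusted p. A minimum of 10 in all 8 libraries gave 52.5% of calls lower and 5 lower at adjusted p. Quantile normalization gave 2 higher at adjusted p. The limma fit without trend gave 10 higher at adjusted p, 2 Fig. 3E genes called lower and a Transmission odds ratio of 0.65. Library weights gave 3630 called genes, 1633 called lower, 1997 called higher, 5 higher at adjusted p and 16 Fig. 3E genes called lower. The edgeR quasi-likelihood test gave 52.9% of calls lower and a Translation odds ratio of 2.35. DESeq2 gave 1624 called lower, 55.2% of calls lower, 55 lower at adjusted p, 53 higher at adjusted p, a Transmission odds ratio of 1.43 and a Translation odds ratio of 3.03. The first residual component as a covariate gave 3827 called genes, 2431 called higher, 36.5% of calls lower, 16 higher at adjusted p, 8 Fig. 3E genes called lower, a Transmission odds ratio of 1.47 and a Translation odds ratio of 3.07. This component was drawn from the spread of these values within genotypes, so the fit may call too many genes. Calls at an adjusted p of 0.05 gave 14 called genes, 14 called lower, 0 called higher and 100% of calls lower. Calls at an unadjusted p of 0.01 gave 354 called genes, 142 called lower and 212 called higher. A Reactome background of all tested genes gave a Translation odds ratio of 2.13.

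Across the 8 fits that each left out 1 library, the ranges were called genes from 1190 to 3732, genes called lower from 511 to 1958, genes called higher from 614 to 1774, the share of calls lower from 31.5% to 52.5%, genes lower at adjusted p from 3 to 12. The same fits gave genes higher at adjusted p from 0 to 1, the median of the 24 genes from -0.73 to -0.41, Fig. 3E genes called lower from 1 to 13, the Transmission odds ratio from 0.61 to 2.86, the Translation odds ratio from 0.61 to 5.40, the Nlgn3 log2 fold change from -0.51 to 0.16.

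Replicate numbers 3, 4 and 5 occur in both genotypes but belong to different animals. Control replicate 1 and mutant replicate 2 have no same-numbered partner. A fit with the replicate number as a block therefore compares 3 pairs and in effect leaves both out. Deviations from the genotype means of same-numbered libraries had a mean correlation of 0.09, against -0.02 for the other pairs. With the replicate number as a block, 1719 called lower, 54.3% of calls lower, 0 lower at adjusted p, 19 Fig. 3E genes called lower were the counts and share that changed, with 3164 called genes in all and 2351 genes lower and 2226 higher at an unadjusted p under 0.05. A call lost or gained under the block was not read as a weaker or stronger effect.

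Among single genes, marker panels and gene families, under the alternatives set beforehand other than the replicate block, 18 results were weaker, 21 stronger, 24 moved and 2 reversed, and under those chosen later 3 were weaker, 21 stronger, 10 moved and 2 reversed (Nlgn3 each time). Reactome tests with calls at an adjusted p of 0.05 gave no odds ratio. A fit with the sequencing batch as covariate was not run because the labels do not pair libraries with batches. Each library holds at least 51010687 reads on genes, and no alternative changed the depth.

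Further alternatives were chosen after seeing the data, including a split of the libraries taken from the values themselves into a first set, control replicates 1 and 3 with mutant replicates 2 and 3, and a second set of the other 4, since the labels do not give the sequencing batch. At an unadjusted p under 0.05, the first set alone had 2810 genes lower and 1585 higher, or 2559 and 1101 with a mean of at least 100, and the second set 2307 and 3122. The library split as a covariate gave 3558 called genes, 1821 called lower, 51.2% of calls lower, 375 lower at adjusted p, 169 higher at adjusted p, 12 Fig. 3E genes called lower and a Translation odds ratio of 3.55. The first set alone gave 3956 called genes, 2528 called lower, 63.9% of calls lower, 0 lower at adjusted p, an Erbb4 log2 fold change of -0.82, a Fig. 3E median of -0.41, 8 Fig. 3E genes called lower, a Transmission odds ratio of 1.01, a Translation odds ratio of 7.19 and a Nlgn3 log2 fold change of 0.30. The second set alone gave 3746 called genes, 1686 called lower, 2060 called higher, 0 lower at adjusted p and 14 Fig. 3E genes called lower. The first set alone with a mean of at least 100 gave 3420 called genes, 2393 called lower, 70.0% of calls lower, 0 lower at adjusted p, an Erbb4 log2 fold change of -0.82, a Fig. 3E median of -0.41, 8 Fig. 3E genes called lower, a Transmission odds ratio of 0.93, a Translation odds ratio of 6.55 and a Nlgn3 log2 fold change of 0.30. A mean of at least 1000 gave 954 called genes, 501 called lower, 453 called higher, 52.5% of calls lower, 4 lower at adjusted p, a Transmission odds ratio of 1.73 and a Translation odds ratio of 0.62. Genes with a symbol gave 730 called higher and 51.8% of calls lower. DESeq2 with the deposited size factors gave 1779 called lower, 58.1% of calls lower, 56 lower at adjusted p, 49 higher at adjusted p, 8 Fig. 3E genes called lower, a Transmission odds ratio of 1.33 and a Translation odds ratio of 3.13. DESeq2 with those factors and the split gave 4173 called genes, 2263 called lower, 1910 called higher, 54.2% of calls lower, 1566 lower at adjusted p, 1128 higher at adjusted p, 12 Fig. 3E genes called lower and a Translation odds ratio of 3.89. The split was drawn from the spread of these values within genotypes, so fits with it as a covariate may call too many genes.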

Differences from the paper's values

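The paper reports that 70% of its differentially expressed genes were downregulated, while 44.3% of the genes called here at the same thresholds were lower. Of the 24 alternatives set before the data were examined, 9 gave a share within 1.5 times of the paper's. These were a mean of at least 100 (50.5%), a minimum of 10 in all 8 libraries (52.5%), edgeR (52.9%), DESeq2 (55.2%), the replicate block (54.3%), calls at an adjusted p of 0.05 (100%, from 14 genes) and the fits without control replicate 5 (52.5%), mutant replicate 2 (47.0%) and mutant replicate 4 (48.4%). The other 15 did not. Of those that kept the paper's call thresholds, none reached its value, and the highest was 55.2%. Among 40 combinations of settings fitted while exploring, chosen after seeing the values, 2 reached it. Both used only control replicates 1 and 3 and mutant replicates 2 and 3 (the first set, the other 4 libraries being the second), a set first taken from the order of the columns, then from the values, and not from labels, and gave 70.0% with a mean of at least 100 and 74.7% with a mean of at least 1000. With no filter beyond a mean of at least 10, the same set gave 63.9%, and the other 4 libraries gave 45.0%. Among the combinations with all 8 libraries, also chosen after seeing the values, the nearest were DESeq2 with the deposited size factors at a mean of at least 1000 (67.3%, or 67.1% for genes with a symbol). For genes with a symbol, that model gave 65.9% at a mean of at least 100 and 64.6% at a mean of at least 10.

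Fig. 3E and the text present the 24 adhesion and AMPA receptor genes as downregulated at the paper's thresholds, and 5 of them met those thresholds here. The number was 19 with the replicate block, which in effect leaves out control replicate 1 and mutant replicate 2. It was 16 with library weights, 8 with the first residual component as a covariate and 7 with DESeq2. It was 6 with pseudocount 10, with a minimum of 10 in all 8 libraries and with median-centred libraries. Without control replicate 5 it was 13, and it was 8 without mutant replicate 2 and 8 without mutant replicate 3. Leaving out control replicate 1 gave 3, among them Cntn2. It was 2 with limma without trend, 1 without control replicate 3, 4 without control replicate 4, 3 without mutant replicate 4 and 2 without mutant replicate 5. Among alternatives chosen after seeing the values, it was 14 in the other 4 libraries alone, 12 with the library split as a covariate, with or without DESeq2 on the deposited size factors, 8 with DESeq2 on those factors alone, and 8 in control replicates 1 and 3 with mutant replicates 2 and 3, at either minimum mean.

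Of the 53 genes of fig. S14F, drawn from the paper's lower calls, 16 were called lower here. The number was 46 with the replicate block, which in effect leaves out control replicate 1 and mutant replicate 2. It was 41 with library weights, 20 with DESeq2 and 19 with the first residual component. It was 18 with pseudocount 10 or a minimum of 10 in all 8 libraries and 17 with median-centred libraries. It was 33 without control replicate 5, 23 without mutant replicate 2 and 21 without mutant replicate 3. It was lower with edgeR (15), quantile normalization (15) and limma without trend (6), and in the fits without control replicate 1 (10), control replicate 3 (4), control replicate 4 (12), mutant replicate 4 (8) and mutant replicate 5 (5). Among alternatives chosen after seeing the values, it was 32 with the library split as a covariate, 35 when DESeq2 on the deposited factors was added, 21 with those factors alone, 35 in the second set of libraries and 18 in the first, or 20 there with a mean of at least 100.

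Of the 7 candidates, Cadm1, Clstn2, Gria4 and Nlgn3 were not called lower here. All 7 were called with the replicate block, which in effect leaves out control replicate 1 and mutant replicate 2. Library weights called 6 (not Nlgn3), the first residual component as a covariate 5 (not Clstn2 or Nlgn3) and DESeq2 4 (with Gria4). Pseudocount 10, a minimum of 10 in all 8 libraries and median-centred libraries also called Gria4. Leaving out control replicate 5 or mutant replicate 3 called Cadm1, Clstn2 and Gria4, and leaving out mutant replicate 2 called Cadm1 and Clstn2. Of the 7, 0 were called with limma without trend, where 761 genes were lower at an unadjusted p under 0.05, without control replicate 1 (808 genes) and without control replicate 3 (630 genes), and Cacng2 alone was called without mutant replicate 4 and without mutant replicate 5. Among alternatives chosen after seeing the values, 6 were called with the library split as a covariate, with or without DESeq2 on the deposited size factors (not Nlgn3). DESeq2 on those factors alone added Cadm1 and Gria4, as did control replicates 1 and 3 with mutant replicates 2 and 3 alone, at either minimum mean. The other 4 libraries alone called Cadm1, Clstn2, Gria4 and Ntrk3, and neither Nptn nor Cacng2.

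The paper lists Translation among the pathways enriched in its downregulated genes, where the odds ratio here was 1.22 (Fisher's exact test, p = 0.56). It was 3.03 with DESeq2, 2.35 with edgeR, 3.07 with the first residual component and 2.13 with a background of all tested genes, each with an exact p under the threshold, as also in the fits without control replicate 4 (5.40) and without control replicate 5 (2.12). It was under 1 without control replicate 1 (0.61), control replicate 3 (0.77) and mutant replicate 4 (0.87). Among alternatives chosen after seeing the values, it was 3.55 with the library split as a covariate, 3.13 with DESeq2 on the deposited size factors, 3.89 with both, and 7.19 in the first set of libraries alone, or 6.55 there with a mean of at least 100, while it was 0.62 with all 8 libraries and a mean of at least 1000 and 1.00 in the second set.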

Other observations

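In this part, the tests of library sets, of the 20 largest genes, of low values and of expression level were chosen only after the result was seen.

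The fall of the 24 genes of Fig. 3E was set beside the amount of interneuron RNA in each pulldown. The panel of 13 markers of MGE-derived interneurons was lower in mutants (median log2 fold change -0.89, all 13 genes lower, camera adjusted p = 1.3e-05 over 14 panels). Camera used a preset correlation between genes, so this p-value may be too small for markers that move together. Of all 35 divisions of the 8 libraries, 5 gave a median of this panel as large, the real one included. Across the 8 libraries, deviations from the genotype means of this panel and of the 24 genes had a Pearson correlation of 0.976 (exact permutation p = 0.0069, adjusted p = 0.065 over 14 panels) and a Spearman correlation of 1 (exact permutation p = 0.0035, adjusted p = 0.049). Without the 2 libraries farthest from the median, Pearson's r was 0.978. The PV+ and SST panels had r of 0.96 each, endothelial and mural markers 0.80 and activity-regulated genes -0.83. The Pearson relation did not pass 0.05 after adjustment for any panel. Only 0.23% of 10000 random lists matched on expression followed the 24 genes as closely, and the excitatory neuron panel did not (r = 0.02). With deviations taken within each of the 2 library sets described below as well, the correlation was 0.94, and each set, with 4 libraries, is too small for a value of its own. With the panel as a covariate, the median log2 fold change of the 24 genes was -0.06. It was also near 0 with the other interneuron panels, at 0.09 for PV+, -0.09 for SST and 0.07 for interneurons from the caudal ganglionic eminence, which lie outside the Lhx6 lineage and followed the 24 genes less closely (r = 0.55). It stayed at -0.57 with the oligodendrocyte panel and -0.42 with the microglia panel, both lower in mutants, and at -0.58 with the excitatory neuron panel. A candidate explanation is a smaller share of interneuron RNA in the mutant pulldowns. Among the other cell types, markers of oligodendrocytes (median -0.62, or -0.27 with library weights and -0.68 with DESeq2) and microglia (median -0.44) were lower. Those of astrocytes (-0.11) and oligodendrocyte precursors (-0.10) were near level and those of endothelial and mural cells higher (0.37, camera adjusted p = 0.0096). The panels outside the lineage therefore give no single direction. The panel differs between genotypes itself, so this test cannot part a smaller share of interneuron RNA from regulation of markers and synaptic genes together. Mean expression level does not account for the fall (percentile 0 among matched lists). After a fit on gene length and GC content the median was -0.68 for the 24 genes and -0.86 for the panel. Fold changes rose with length and the 24 genes are longer than the genes tested (median 5323.5 against 3216.5 bases), so for them length points away from a fall, and the panel hardly moved, so that this fit is a weak test of either.

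Genes for nuclear subunits of respiratory complex I and for cytosolic ribosomal proteins were also lower, with median log2 fold changes of -0.78 over 37 genes and -0.61 over 79 genes, and medians below 0 under every alternative of the processing. Fold changes rose with transcript length across genes (Spearman 0.31; genes are not independent replicates). After a fit on length and GC the complex I median was -0.59, so these do not account for all of it. The cause was not found and no biological explanation was tested.

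The libraries deviated together within genotypes as 2 sets, control replicates 1 and 3 with mutant replicates 2 and 3, and the other 4 libraries. This division scored 0.15, and its lead over the next was 18.7 times the step from the next to the third. The ranges of total reads of the sets overlapped by 13713939 reads, but only through control replicate 1. The other 3 libraries of the first set each had more reads than every library of the second, so a part of depth in this division is not ruled out. A sequencing batch is a possible explanation, since fig. S14D shows 2 batches, each with 2 controls and 2 mutants as in this division. No label links the batches to these libraries, and this explanation was not tested. A test between the 2 sets gave 5623 calls and 130 genes at an adjusted p under 0.05 from limma. The sets were chosen from these values, so many calls follow from that choice and are not comparable with those between genotypes. Each set holds both genotypes, so set and genotype are not confounded.

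The library labelled control replicate 1 had 28329 genes at 0. Other controls thinned to its reads had at most 25845, so depth alone does not account for it. Its 20 largest genes took 14.8% of its reads, 0.11 percentage points above control replicate 3, which had 25435 genes at 0, so this share alone does not account for it either.

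The share of calls that were lower was 24.9 percentage points larger among genes with a mean of at least 100 than below it, so genes with low values may account for part of the low share over all genes.

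The genotype comparison was set against other divisions of the 8 libraries into 4 and 4. Only 8 of the 35 divisions part all same-numbered pairs as the real one does, so their share cannot fall under 0.05. Among these 8, the real division included, 1 gave as many calls, 1 as many genes at adjusted p, 6 a share of lower calls as far from 50%, 1 a median of the 24 genes as far from 0 and 1 as many of the 24 called in 1 direction. As large an odds ratio came from 2 for Transmission across Chemical Synapses and 4 for Translation, and as large a median from 1 for the interneuron panel and 1 for complex I. The others differ in keeping at least 1 same-numbered pair together. Over all 35, the numbers were 7 for calls, 2 for genes at adjusted p, 21 for the share and 5 for the median of the 24 genes. They were 6 for the number of the 24 called, 8 for Transmission and 15 for Translation. The interneuron panel had 5 and complex I 7.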
